# Single Cell Analysis Facilitates Staging of *Blimp1*-Dependent Primordial Germ Cells Derived from Mouse Embryonic Stem Cells

**DOI:** 10.1371/journal.pone.0028960

**Published:** 2011-12-15

**Authors:** John J. Vincent, Ziwei Li, Serena A. Lee, Xian Liu, Marisabel O. Etter, Silvia V. Diaz-Perez, Sara K. Taylor, Sofia Gkountela, Anne G. Lindgren, Amander T. Clark

## Abstract

The cell intrinsic programming that regulates mammalian primordial germ cell (PGC) development in the pre-gonadal stage is challenging to investigate. To overcome this we created a transgene-free method for generating PGCs *in vitro* (iPGCs) from mouse embryonic stem cells (ESCs). Using labeling for SSEA1 and cKit, two cell surface molecules used previously to isolate presumptive iPGCs, we show that not all SSEA1+/cKit+ double positive cells exhibit a PGC identity. Instead, we determined that selecting for cKit^bright^ cells within the SSEA1+ fraction significantly enriches for the putative iPGC population. Single cell analysis comparing SSEA1+/cKit^bright^ iPGCs to ESCs and embryonic PGCs demonstrates that 97% of single iPGCs co-express PGC signature genes *Blimp1, Stella, Dnd1, Prdm14* and *Dazl* at similar levels to e9.5–10.5 PGCs, whereas 90% of single mouse ESC do not co-express PGC signature genes. For the 10% of ESCs that co-express PGC signature genes, the levels are significantly lower than iPGCs. Microarray analysis shows that iPGCs are transcriptionally distinct from ESCs and repress gene ontology groups associated with mesoderm and heart development. At the level of chromatin, iPGCs contain 5-methyl cytosine bases in their DNA at imprinted and non-imprinted loci, and are enriched in histone H3 lysine 27 trimethylation, yet do not have detectable levels of Mvh protein, consistent with a Blimp1-positive pre-gonadal PGC identity. In order to determine whether iPGC formation is dependent upon Blimp1, we generated *Blimp1* null ESCs and found that loss of Blimp1 significantly depletes SSEA1/cKit^bright^ iPGCs. Taken together, the generation of *Blimp1*-positive iPGCs from ESCs constitutes a robust model for examining cell-intrinsic regulation of PGCs during the *Blimp1*-positive stage of development.

## Introduction

The molecular events that regulate cell fate decisions in post-implantation mammalian embryonic development are largely uncharacterized due to the challenge in identifying and isolating small populations of specific precursor cells that are developmentally transient in the early embryo. In particular, precursors of the germ cell lineage are initially set aside as four to six cells in the murine embryonic epiblast, which proliferate and migrate through the primitive streak to generate the initial founder primordial germ cell (PGC) pool of approximately forty cells at the base of the allantois at embryonic (e) day e7.5 [1], [2]. The PGCs migrate out of the allantois and into the embryonic hindgut endoderm at e8.0–8.5 where they continue to proliferate and begin to accumulate nuclear histone H3 lysine 27 trimethylation (H3K27m3) [3]. By e10.5–e11.0 a single embryo has approximately 1,000–2,000 PGCs, which exit the hindgut and begin colonization of the indifferent gonad and express Mvh protein [3], [4], [5].

The transcription factors that specify and sustain PGC identity prior to gonadal colonization are not well understood. One of the most characterized regulators of PGC fate is the transcriptional repressor *B-lymphocyte induced maturation protein 1 (Blimp1)*, the transcriptional product of the *PRD1-BF1 and RIZ (PR) domain 1 (Prdm1)* gene. Blimp1 expression is detected in epiblast-derived PGCs and persists until e11.5, when PGCs have colonized the gonad [2], [6]. Loss of one *Prdm1* allele significantly reduces PGC numbers in the allantois, with the loss of both causing almost a complete loss of PGCs [2]. The major direct target of Blimp1 in PGCs is hypothesized to be *Hoxb1* [7]. However, direct binding of Blimp1 at the *Hoxb1* locus in PGCs has not been demonstrated.

The mechanism by which Blimp1 mediates gene repression is hypothesized to involve recruitment of the chromatin-remodeling enzyme Protein arginine methyltransferase 5 (Prmt5) to chromatin [6]. However, genome-wide analysis of PGC chromatin is currently not feasible due to the challenge in performing chromatin immunoprecipitation on small cell numbers, necessitating the development of a scalable model to accurately capture the Blimp1-positive phase of PGC development.

The differentiation of pluripotent stem cells, including embryonic stem cells (ESCs), has emerged as a novel technology for generating sufficient numbers of embryonic progenitors at-scale to evaluate embryonic lineage development. A number of methods for identifying *in vitro* PGCs (iPGCs) have been described that mostly involve use of integrated fluorescent reporters, including *Oct4-delta-PE-Gfp* [8], [9], [10], [11], [12], *Stella*-*Gfp* [13], [14], [15], *Dazl-Gfp* [16] and *Mvh-LacZ/Rfp* transgenes [10], [17], [18]. A small number of studies have used Stage Specific Embryonic Antigen 1 (SSEA1) to enrich for germ cells [19], [20], but the identity of PGCs from ESCs within the SSEA1+ fraction has not been interrogated at a single cell level. Furthermore, the majority of PGC differentiation studies have been designed to characterize the post-colonized Blimp1-negative PGC. Therefore, the goal of the current study is to generate a robust ESC differentiation system to acquire PGCs in the Blimp1-positive stage of development for future in-depth analysis of the pre-gonadal stage.

## Results

### cKit^bright^ refines an Oct4+/SSEA1+ iPGC population in embryoid bodies

To identify pre-gonadal iPGCs with differentiation, we first used *Oct4-Gfp* ESCs [21] to generate hanging-drop embryoid bodies (EBs) containing 300 cells per drop (Figure 1A). EBs could be maintained for up to 8 days in this system (Figure S1A), but cell viability decreased rapidly after day 6 from 69% to 19% by day 8 (Figure S1B). Using flow cytometry we show that Gfp is retained in the majority of cells in the first four days of differentiation (Figure 1B), reminiscent of sustained Oct4 expression *in vivo* in both PGCs and embryonic somatic cells up to e8.5 [22], [23]. On day 5 of differentiation, we observed the emergence of a shoulder of Gfp^bright^ cells and the formation of a distinct Gfp+ peak by day 6 (Figure 1B, arrow).

**Figure 1:**
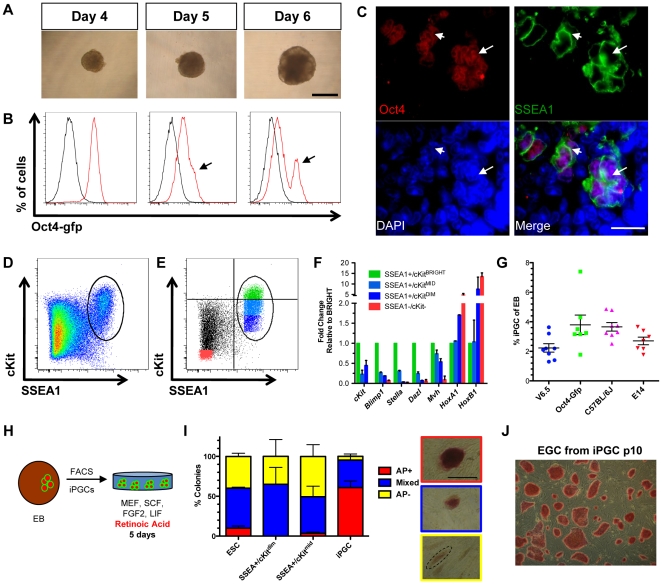
Transgene-free method for isolating iPGCs from embryoid bodies. **A:** V6.5 embryoid bodies in hanging drops at days 4, 5, and 6 of differentiation. Scale bar = 500 microns. **B:** Oct4-Gfp expression (red) relative to V6.5 EBs (black) at days 4, 5 and 6 of differentiation. Arrows indicate shoulder of Oct4-Gfp^bright^ cells at day 5 and an Oct4-Gfp^bright^ peak at day 6. **C:** Immunofluorescence of EBs at day 6 for Oct4 (red) and SSEA1 (green). Double positive cells localize in discreet clusters (arrow). Scale bar = 20 microns. **D:** Flow cytometry plot of V6.5 day 6 EBs stained for SSEA1 and cKit. Oval gate defines the SSEA1+/cKit+ side population. **E:** Flow plot day 6 EBs from V6.5 ESCs fractionated by expression of SSEA1 and cKit into SSEA1+/cKit^bright^ (green), SSEA1+/cKit^mid^ (light blue), SSEA1+/cKit^dim^ (dark blue), and SSEA1-/cKit- cells (red) populations. Quadrant gates are drawn to demonstrate the criteria for selecting SSEA1+/cKit^bright^ cells. The remaining cKit+ population was split into two equal fractions, mid and dim. **F:** Semi-quantitative real-time PCR from the populations isolated in E, with levels normalized to *Gapdh*. SSEA1+/cKit^bright^ cells are set at 1.0. Data is from two biological replicates each performed in technical duplicate. Error bars represent s.e.m. **G:** Percentage of live iPGCs acquired from differentiation of ESCs of different genetic backgrounds. Each line was tested at least seven independent times. **H:** Diagrammatic representation of iPGC replating assay. **I:** Quantification of alkaline phosphatase (AP) staining of colonies derived from indicated cell populations after 5 days of culture. Right, representative images of colony types. Scale bar = 500 microns. **J:** Self-renewing EGCs at passage 10 derived from RA/FGF2/LIF/SCF cultured iPGCs, followed by routine passaging in the presence of LIF only. Error bars represent s.d.

To generate a transgene-free method of iPGC differentiation, we correlated expression of Oct4 protein in day 6 EBs derived from V6.5 ESCs with the cell surface marker SSEA1. In the embryo, SSEA1 is highly expressed on Blimp1-positive stage PGCs and PGC precursors derived from epiblast stem cells [24], [25]. We found that Oct4 is co-expressed with SSEA1 in small cell clusters at day 6 of differentiation by immunofluorescence (Figure 1C). Given that Oct4 and SSEA1 are also expressed by undifferentiated ESCs, we used the membrane-localized tyrosine kinase receptor cKit to assist in further defining the iPGC population within either the SSEA1+ or Oct4+ fractions. *cKit* is highly expressed by endogenous PGCs from e7.25 to e13.5 [7], [22], [26] and is not expressed by epiblast cells [22]. Indeed, flow cytometry analysis of V6.5 ESC-derived EBs at day 6 of differentiation revealed a discreet a side population of SSEA1+/cKit+ cells (Figure 1D). A side population of Oct4-Gfp+/cKit+ cells was also identified beginning at day 6 of differentiation in EBs derived from *Oct4-gfp* ESCs, and this was sustained to day 8 (Figure S1C).

To interrogate PGC identity in specific fractions of SSEA1+/cKit+ cells when the population is first identified at day 6, we used real time PCR to determine relative levels of PGC-expressed genes in discreet cKit+ fractions. These fractions include SSEA1+/cKit^bright^ (green), SSEA1+/cKit^mid^ (light blue), and SSEA1+/cKit^dim^ (dark blue), and SSEA1-/cKit- cells (red) as a negative control (Figure 1E). cKit^bright^ cells were selected based on increased signal intensity above the main population. PGC genes including *cKit*, *Blimp1*, *Stella* and *Dazl* were all enriched in the SSEA1+/cKit^bright^ fraction, with lower expression in the cKit^mid^ and cKit^dim^ fractions of SSEA1+ cells (Figure 1F). *Mvh* was also expressed in the SSEA1+/cKit^bright^ fraction, but was not specifically enriched in SSEA1+/cKit^bright^ cells relative to cKit^mid^ and cKit^dim^. Furthermore, analysis of *Mvh* levels in SSEA1+/cKit^bright^ cells at day 8 of differentiation also did not show an increase relative to day 6 (data not shown). In contrast, transcription factors expressed in somatic cells such as *Hoxa1* and *Hoxb1* were highly expressed in SSEA1-/cKit- and SSEA1+/cKit^dim^ relative to SSEA1+/cKit^bright^ cells. Together, we conclude that not every SSEA1+/cKit+ cell in EBs at day 6 of differentiation is a putative PGC, and that selecting for cKit^bight^ cells enriches for the iPGCs beginning at day 6 of differentiation and persisting until day 8. We next determined if Oct4-gfp could further sub-fractionate the putative SSEA1+/cKit^bright^ putative iPGC population, and found equal enrichment of Oct4-gfp in all SSEA1+ cells regardless of cKit intensity (Figure S1D). Therefore the use of the Oct4-Gfp reporter together with SSEA1 and cKit does not further refine the isolation of putative iPGCs, but instead shows that Oct4-Gfp and SSEA1 report the same population when used with cKit.

We next evaluated the yield of SSEA1+/cKit^bright^ or Oct4-gfp+/cKit^bright^ cells (called iPGCs) isolated at day 6 of differentiation (Figure 1G). We determined that 1–4% of total live EB cells exhibited an iPGC surface signature, and there was no statistical difference between genetic backgrounds (Figure 1G). Furthermore, gene expression profiling of Oct4-gfp+/cKit^bright^ cells from the *Oct4-gfp* line and SSEA1+/cKit^bright^ cells from J1 EBs at day 6 revealed enriched expression of *cKit, Stella, Blimp1, Dazl* and *Mvh* relative to the SSEA1-/cKit- somatic cell controls (Figure S1E). Conversely, somatic gene expression as documented by *Hoxa1* and *Hoxb1* were not enriched in the putative iPGCs relative to somatic cells (Figure S1F).

To test identity of SSEA1+/cKit^bright^ cells derived from V6.5 ESCs we sorted putative iPGCs and cultured them on mouse embryonic fibroblasts (MEFs) supplemented with basic Fibroblast Growth Factor 2 (FGF2), Stem Cell Factor (SCF), Leukemia Inhibitory Factor (LIF) and retinoic acid (RA), a driver of PGC proliferation (Figure 1H). This assay has been used previously to confirm PGC identity relative to undifferentiated ESCs, which respond to RA by undergoing differentiation and becoming alkaline phosphatase (AP) negative [15], [19], [20]. AP+ colony forming ability is almost exclusively associated with SSEA1+/cKit^bright^ population when compared to sorted undifferentiated ESCs, SSEA1+/cKit^mid^ or SSEA1+/cKit^dim^ cells plated at equivalent numbers (Figure 1I). The three non-iPGC populations generate mostly mixed colonies or AP negative colonies. Withdrawal of RA, FGF2 and SCF while retaining LIF in the media of RA-treated SSEA1+/cKit^bright^ sorted cells results in the formation of self-renewing pluripotent embryonic germ cells (EGCs), which could be maintained for at least 10 passages (Figure 1J).

### Day 6 iPGCs have a pre-gonadal, pre-reprogrammed PGC identity

Day 6 EB-derived SSEA1+/cKit^bright^ or Oct4-Gfp+/cKit^bright^ iPGCs consistently express *Dazl* and *Mvh* RNA in addition to *Blimp1* (Figure 1F & Figure S1E). Therefore we could hypothesize that putative iPGCs correspond to newly colonized PGCs that have expressed Mvh protein and have potentially undergone whole genome reprogramming. To address this, we performed immunofluorescence for Mvh, which is first detectable in gonadal PGCs at e11.5 [27], [28], [29]. We also evaluated DNA demethylation at imprinted and non-imprinted genes, which is erased by e12.5 [30], [31]. Immunofluorescence analysis of e10.5 embryos with antibodies against Mvh and Oct4 confirms that e10.5 Oct4-positive PGCs are negative for Mvh protein, whereas gonadal-stage PGCs are Mvh positive (Figure 2A). Analysis of SSEA1+/cKit^bright^ sorted iPGCs derived from V6.5 ESCs reveals that Mvh protein is not detectable above background (Figure 2B). We also tested J1 ESC-derived iPGCs and were unable to detect Mvh protein similar to V6.5 iPGCs (data not shown). Furthermore we evaluated H3K27m3 in SSEA1+/cKit^bright^ iPGCs, a histone modification that is depleted from the PGC genome from e11.5–e12.5 [4]. We found a high nuclear content of H3K27me3 in iPGCs (Figure 2C). Together this data suggests that the SSEA1+/cKit^bright^ iPGCs are pre-reprogrammed and younger than e11.5.

**Figure 2:**
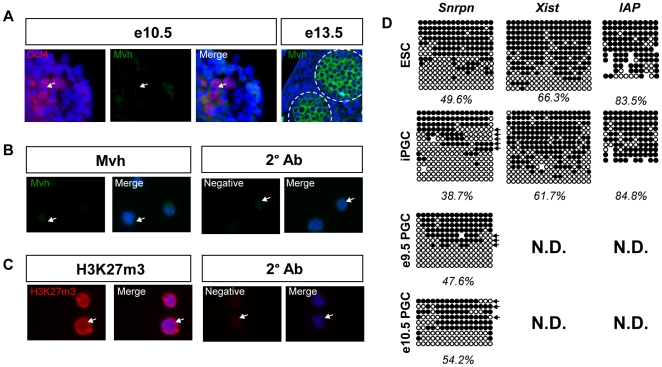
iPGCs have characteristics of pre-gonadal, pre-reprogrammed *in vivo* PGCs. **A:** Immunofluorescence of pre-gonadal e10.5 PGCs stained for Oct4 (red) and Mvh (green). e13.5 male gonadal PGCs were stained as a positive control. Dotted circles mark the testis cords. **B:** Sorted SSEA1+/cKit^bright^ iPGCs stained for Mvh (green, left) or secondary antibody alone (right). **C:** iPGCs stained for H3K27m3 (red, left), and secondary antibody alone (right). Arrows point to individual iPGCs. **D:** Bisulfite sequencing of ESCs, iPGCs, and endogenous e9.5 PGCs for *Snrpn*, the *Xist* promoter, and *IAP*. Circles represent individual CG dinucleotides, black = methylated and white = unmethylated cytosines. Arrows indicate individual alleles that display characteristic demethylation. N.D. = not determined.

To further confirm a pre-reprogrammed identity, we next evaluated the methylation status of an imprinted gene (*Snrpn*) and two non-imprinted loci, *Xist* and *Intracisternal A Particle 1 (IAP)*, by bisulfite sequencing (Figure 2D). Analysis of undifferentiated ESCs shows that the differentially methylated region (DMR) of *Snrpn* is 49.6% methylated, the *Xist* promoter is 66.3% methylated, and *IAP* is 83.5% methylated. In the putative iPGCs, methylation at the *Snrpn* DMR is modestly reduced to 38.7%, while *Xist* and *IAP* methylation levels are the same as ESCs. To determine if the DMR of *Snrpn* also exhibits partial demethylation in endogenous PGCs, we performed bisulfite sequencing of sorted PGCs from e9.5 and e10.5 *Oct4-gfp* embryos. Methylation at the *Snrpn* DMR in e9.5 and e10.5 PGCs from the embryo were still present (47.6% and 54.2% respectively) consistent with previously published findings [31]. Furthermore, we observed evidence of demethylation at the 5′ and 3′ ends of three clones in endogenous PGCs at e9.5 and two sequences at e10.5 similar to what was observed in iPGCs (Figure 2D, arrows). Taken together, using real time PCR, immunofluorescence and bisulfite sequencing, our data strongly argue that the Blimp1-positive PGCs isolated from EBs at day 6 of differentiation correspond to a pre-e11.5 stage germ cell *in vitro*.

### Germ line signature genes including *Blimp1* are co-expressed in single SSEA1+/cKit^bright^ cells

To determine whether the relative levels of PGC signature genes in SSEA1+/cKit^bright^ cells are comparable to the levels found in PGCs sorted from the embryo prior to e11.5, we sorted Gfp+ cells from *Oct4-gfp* embryos at 9.5 and e10.5 (Figure 3A–C, shown is e9.5). A distinct Gfp+ population was detected from e9.5 to at least e13.5 (Figure 3C and data not shown). Sorted Oct4-gfp+ PGCs from the embryo are SSEA1+ and exhibit bright cKit+ staining (Figure 3C). We confirmed that the Gfp+ cells are PGCs due to enriched expression of *cKit*, *Blimp1*, *Stella*, and *Mvh* relative to the Gfp- somatic cells at a population level by real time PCR (Figure 3D). Detection of *cKit* and *Blimp1* RNA in the Gfp- population was not unexpected as these genes are also expressed in endothelial and hematopoietic cells during early embryogenesis [32], [33].

**Figure 3:**
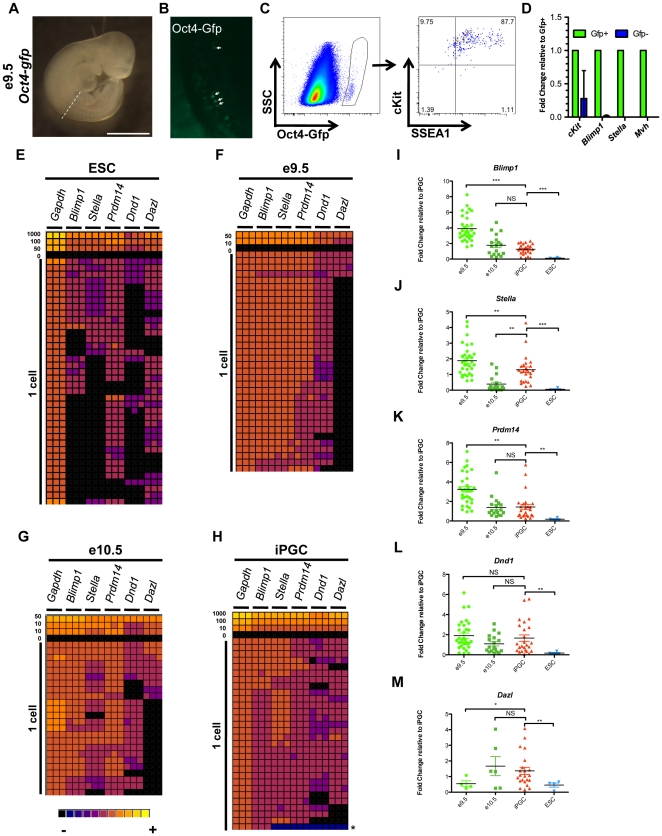
Developmental staging of pre-gonadal iPGCs at single cell resolution. **A:** Bright field image of representative e9.5 *Oct4-gfp* embryo. Dotted line indicates where the embryo was bisected at somite 13 for FACS. Scale bar = 1 mm. **B:** Whole mount confocal microscopy of live embryos with migratory Oct4-gfp+ PGCs within the hindgut (arrows). **C:** Flow cytometry of the bisected lower half of e9.5 *Oct4-gfp* embryos. Oct4-gfp+ PGCs (circled gate) are also positive for SSEA1 and cKit. **D:** Real-time RT-PCR of Gfp+ and Gfp- cells. Error bar denotes s.d. **E–H:** Gene expression analysis at single cell resolution for ESCs (E), e9.5 PGCs (F), e10.5 PGCs (G), and iPGCs (H) represented as a heat map of CT values with expression ranging from not detected (black) to high (yellow). A cell titration was performed as a control to ensure linear amplification of each primer set. Each cell was evaluated for the expression of each gene in technical triplicate. **I–M:** Semi-quantitative analysis of single cell real time PCR in E–H of cells that co-express *Blimp1*, *Stella*, *Prdm14*, and *Dnd1* expressed relative to the average delta CT expression level for each gene in single iPGCs. *p<1e-03, **p<1 e-04, ***p<1 e-06, NS = not significant.

We next evaluated the transcriptional identity of undifferentiated ESCs, iPGCs and embryonic PGCs at e9.5 and e10.5 at a single cell level by examining expression of five signature PGC markers (*Blimp1, Stella, Prdm14, Dnd1* and *Dazl*) using the BioMark Fluidigm Real Time PCR platform (Figure 3E–H). We evaluated 38 single undifferentiated ESCs (Figure 3E), 34 single embryonic Oct4-Gfp+ PGCs at e9.5 (Figure 3F), 24 single Oct4-Gfp+ PGCs at e10.5 (Figure 3G), and 30 iPGCs from day 6 EBs (Figure 3H). In undifferentiated ESCs, 17 of the 38 cells (44%) expressed *Blimp1*. Of the 17 *Blimp1*+ cells, 6 did not express *Stella* and 12 did not express *Dnd1*. In contrast to ESCs where less than 50% of cells expressed *Blimp1*, 100% of e9.5 and e10.5 PGCs from the embryo and iPGCs expressed *Blimp1* (Figure 3F–H). Heat maps of the single cell analysis indicate that e9.5 PGCs are relatively homogeneous when comparing individual cells to each other for each gene, whereas at e10.5 and in iPGCs expression levels between individual cells is more heterogeneous (Figure 3G,H). Critically, only one cell in the iPGC cohort was not a germ cell (Figure 3H, asterisk).

We next examined expression levels of each gene for all cells that co-expressed *Blimp1*, *Stella*, *Dnd1*, and *Prdm14* relative to levels in SSEA1+/cKit^bright^ iPGCs. We first compared ESCs to iPGCs and found that of the 4 *Blimp1+* ESCs that co-expressed *Stella*, *Prdm14* and *Dnd1* (10.5%), the transcript levels were significantly lower than those in iPGCs (Figure 3I–L). However, comparison of iPGCs to embryonic e10.5 PGCs revealed no significant difference with regard to *Blimp1, Prdm14*, and *Dnd1* expression levels (Figure 3I,K–L). In single cells that also co-expressed *Dazl*, ESCs displayed significantly diminished *Dazl* levels, but no significant difference was found between iPGCs and e10.5 endogenous PGCs (Figure 3M). *Stella* levels were statistically different between all groups, with SSEA1+/cKit^bright^ iPGCs on average expressing intermediate levels between e9.5 and e10.5 embryonic PGCs (Figure 3J). We propose that the intermediate levels of *Stella* in iPGCs between e9.5 and e10.5 PGCs may indicate that iPGCs are developmentally equivalent to a period of germ cell differentiation between e9.5 and e10.5.

### Gene expression profiling by microarray reveals iPGCs repress a mesoderm transcriptional program and identifies a novel marker of *in vitro* PGC formation from ESCs

Although analysis of five critical PGC-expressed genes at a single cell level was informative for ensuring that >96% of SSEA1+/cKit^bright^ iPGCs have a *Blimp1+* PGC identity, our next goal was to obtain a more comprehensive transcriptional portrait of iPGCs derived from day 6 EBs by performing microarray analysis using Affymetrix Mouse Genome chips followed by D-Chip analysis and examine expression of ESC-expressed genes and somatic genes (Figure 4A,B). We profiled the SSEA1+/cKit^bright^ fraction from V6.5 EBs at day 6 of differentiation (Samples A and B), Oct4-Gfp+/cKit^bright^ cells from day 6 *Oct4-gfp* EBs (Samples C and D), undifferentiated V6.5 SSEA1+/cKit+ ESCs (Samples E and F), and SSEA1-/cKit- and Oct4-/cKit- day 6 EB cells (Samples G–J).

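RNA of 5 sorted populations was measured on 10 Affymetrix arrays of the mouse genome, 2 for each population. Each array carries 45101 probe sets. The iPGC populations came from day 6 EBs of the V6.5 line and of the Oct4-Gfp line, in which a green reporter marks cells that transcribe *Pou5f1*. The somatic populations were day 6 cells negative for both SSEA1 and cKit in the V6.5 line. In the Oct4-Gfp line they were negative for both the reporter and cKit. The ESCs were sorted V6.5 cells at day 0, grown on mouse embryonic fibroblasts. The submitters' processing notes name MAS5 for the deposited signal intensities, whereas the methods of the paper name the model-based expression of D-Chip. On every array the trimmed mean of the signals is 500, with 2% left out at each end.
The median signal lay between 53.7 and 91.6 per array, and 30933 to 33710 probe sets per array exceeded the background. Background was taken as the 95th percentile of 44 probe sets for olfactory receptors, which these cells are not known to transcribe, and it lay between 12.6 and 25.4. Signals were put on a log2 scale after adding 14.8, the 25th percentile of the table. Probe sets above the median of their array on at least 2 arrays were tested, which left 26368 probe sets of 12207 named genes. One limma model held the 5 groups, and p-values were adjusted by the Benjamini-Hochberg method. A gene was represented by its probe set with the highest mean signal.
Arrays of 1 cell type correlated across these probe sets at a Pearson r of 0.988 in ESCs (1 pair). The mean r was 0.975 in iPGCs and 0.977 in somatic cells (6 pairs each, some of them between lines). Within the V6.5 and Oct4-Gfp lines r was 0.971 and 0.985 in iPGCs and 0.987 and 0.980 in somatic cells. These values are a description, since probe sets are not independent replicates. The ratio of 3' to 5' control signals for *Gapdh*, which rises as RNA is degraded, was 1.29 ± 0.0177 (SD, n = 2) in ESCs. It was 1.57 ± 0.0845 in V6.5 iPGCs and 2.20 ± 0.246 in Oct4-Gfp iPGCs (SD, n = 2 each). In somatic cells it was 1.74 ± 0.00113 in the V6.5 line and 1.85 ± 0.283 in the Oct4-Gfp line (SD, n = 2 each). Nothing read here states that the replicates came from separate cultures, so each p-value measures the spread between these samples alone.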

**Figure 4:**
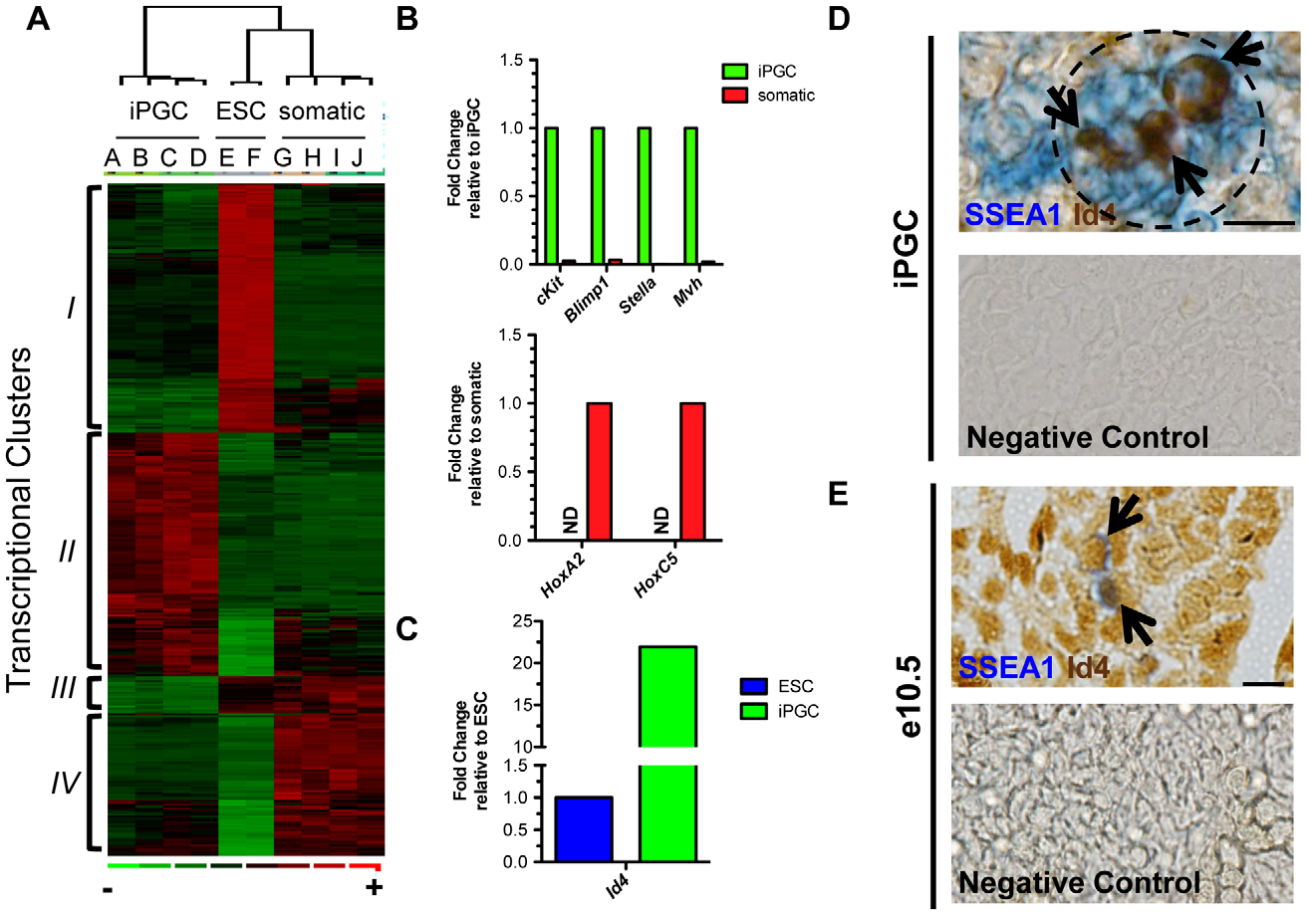
Transcriptional profiling demonstrates a PGC program and identifies novel markers for *bona fide* iPGCs from ESCs. **A:** Microarray analysis comparing iPGCs (A,B,C,D), V6.5 ESCs (E and F), and the somatic cells of the EB (G through J). Genes differentially expressed by threefold between undifferentiated ESCs and iPGCs are shown (p<0.01). Red indicates significant up-regulation, green repression and black no change. **B:** Semi-quantitative RT-PCR validation of microarray in Oct4-Gfp/cKit^bright^ iPGCs versus Gfp-/cKit- somatic cells. ND = no transcript detected. **C:** Real time RT-PCR of *Id4* in V6.5 ESCs (set to 1.0) compared to iPGCs. **D:** Immunohistochemistry of day 6 V6.5 EBs for SSEA1 (blue) and Id4 (brown, arrows). Dotted black line denotes SSEA1+ cluster within the EB. Scale bar = 10 microns. **E:** Immunohistochemistry of e10.5 embryos. Id4 is expressed in SSEA1+ PGCs (arrows) and somatic cells. Scale bar = 20 microns. Negative controls were performed with secondary antibodies alone.

Cluster analysis of genes that are differentially expressed at greater than three-fold between undifferentiated ESCs and iPGCs (348 genes, p<0.01) generated four major transcriptional clusters (Figure 4A & Table S1). 

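In iPGCs 475 probe sets were at least 3-fold higher than in ESCs and 521 were at least 3-fold lower at an unadjusted limma p under 0.01, together 996 probe sets of 756 named genes. *Inhbb*, which encodes a subunit of activin, fell from 778 ± 40.1 (SD, n = 2) in ESCs to background in iPGCs and was at least 43.6-fold lower. *Bhlhe40*, a basic helix-loop-helix repressor, fell from 5101 ± 311 (SD, n = 2) to 211 ± 168 (SD, n = 4). *Nupr1*, a stress-induced nuclear protein, fell from 4788 ± 444 (SD, n = 2) to 199 ± 36.0 (SD, n = 4). In the other direction, *Rnf182*, a ubiquitin ligase, rose from 98.5 ± 11.4 (SD, n = 2) to 2160 ± 455 (SD, n = 4). *Slc40a1*, the iron exporter ferroportin, rose from 52.5 ± 10.4 (SD, n = 2) to 1244 ± 410 (SD, n = 4). These genes were picked from the 10 largest changes in each direction. That rule required every iPGC array to lie beyond both ESC arrays. The pluripotency regulator *Nanog* had a signal of 6572 ± 216 (SD, n = 2) in ESCs and 6526 ± 259 (SD, n = 4) in iPGCs (adjusted p = 0.979 from limma).
Of the 996 probe sets, 359 were lower in iPGCs than in ESCs with a somatic mean below the midpoint (cluster I), with median signals of 408 in ESCs, 85.3 in iPGCs and 53.2 in somatic cells. Cluster II held 271 that were higher in iPGCs than in ESCs with a somatic mean below that of iPGCs, with medians of 74.9, 462 and 95.2 in the same order. At an adjusted p under 0.05, 216 of the 271 were higher in iPGCs than in somatic cells, and 130 of the 271 were higher in somatic cells than in ESCs. Cluster III held 162 that were lower in iPGCs than in ESCs with a somatic mean at or above the midpoint (320, 74.7 and 362). Cluster IV held 204 whose somatic level was at or above that of iPGCs (47.6, 259 and 1117). The midpoint is that of ESCs and iPGCs. Over all 26368 probe sets, iPGC arrays correlated at a mean r of 0.929 with ESC arrays and 0.825 with somatic arrays. Over the 996, which were selected for a difference between ESCs and iPGCs, these values were 0.274 and 0.489.
At an adjusted p under 0.05, 5578 probe sets were higher and 5454 lower in iPGCs than in ESCs, together 11032, and this count was 6791 without ESC replicate 1 and 5343 without ESC replicate 2. No ESC array came from the Oct4-Gfp line, so the contrast mixes lines. On V6.5 arrays only, a setting chosen after the results were seen, 3572 probe sets were higher and 2791 lower. With the *Gapdh* ratio of each array as a covariate, chosen after the values were seen, 0 passed in limma. With this covariate 4880 had an unadjusted p under 0.05, against 13442 without it. This came as the median standard error rose from 0.17 to 0.39. The median size of the log2 change went from 0.43 to 0.49.

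**Figure D1:**
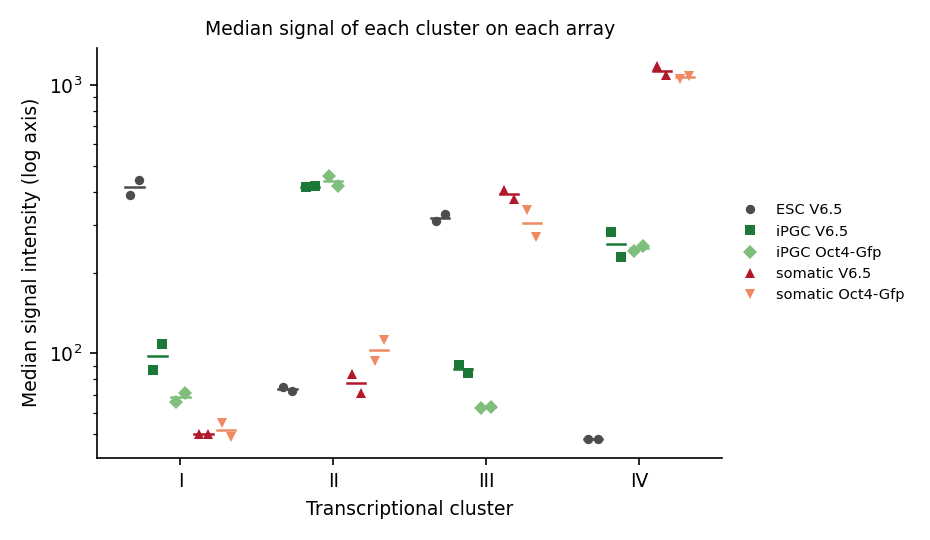
Median signal of the probe sets of each cluster on each array, on a log axis of signal intensity, by cell type and line. Points are arrays and bars are group means, and in cluster IV the somatic arrays lie above the iPGC arrays and these above the ESC arrays.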

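The DNA-binding regulators *Klf5*, *Etv4*, *Hesx1* and *Gli1* were lower in iPGCs and in day 6 somatic cells than in ESCs. So were the signalling genes *Socs3*, *Fgf17* and *Lefty1*. Core pluripotency genes did not pass as a set, as 4 of 15 measured fell and 2 rose (adjusted p = 0.361 from camera). The Krüppel-like factor *Klf5*, which sustains self-renewal, fell from 2489 ± 109 (SD, n = 2) in ESCs to 650 ± 129 (SD, n = 4) in iPGCs, a log2 change of -1.93 (standard error 0.17, adjusted p = 0.000289 from limma). *Etv4*, an ETS factor downstream of FGF signalling, changed by -2.15 (standard error 0.41, adjusted p = 0.00484). The homeobox gene *Hesx1* changed by -1.93 and lay within background in somatic cells. *Gli1*, the effector and target of Hedgehog signalling, fell from 434 ± 134 (SD, n = 2) to 31.4 ± 24.6 (SD, n = 4). *Socs3*, the feedback inhibitor of LIF signalling, fell from 2578 ± 320 (SD, n = 2) to 207 ± 67.5 (SD, n = 4). According to the paper's methods the EBs were cultured without LIF, so this fall cannot be assigned to the iPGC state alone. The growth factor gene *Fgf17* fell from 649 ± 11.2 (SD, n = 2) to 93.7 ± 14.4 (SD, n = 4), and *Lefty1*, an inhibitor of *Nodal*, from 3777 ± 522 (SD, n = 2) to 350 ± 233 (SD, n = 4).
No GO annotation was used, and lists of genes fixed in advance were counted in the cluster instead. Of 18 measured genes of naive pluripotency, 8 fell and 1 rose in iPGCs, and the same numbers were found when adjusted over the list alone. The list was lower as a set by camera (adjusted p = 0.0286), though not with an estimated correlation (adjusted p = 0.327 with an estimated correlation). Cluster I held 5 of them, *Esrrb*, *Jam2*, *Klf4*, *Klf5* and *Socs3* (Fisher's exact test, adjusted p = 0.000767 over 76 tests of list and cluster), of which the paper names *Klf4*, *Klf5* and *Socs3* in Table S1 from these arrays. *Klf4* and *Esrrb* entered by a second probe set. Whether the absence of LIF from the EB culture lowered genes of this list was not tested. By its main probe set *Klf4* changed by -0.96, and it missed the threshold without ESC replicate 1 or 2, iPGC V6.5 replicate 1 or 2, or iPGC Oct4-Gfp replicate 1 (adjusted p between 0.0569 and 0.134), and with no filter, quantile normalization, 3 groups or no moderation (adjusted p between 0.0556 and 0.0916).
Of 10 measured genes of neural ectoderm, 4 fell and 2 rose (adjusted p = 0.131 from camera), with the same numbers adjusted over the list alone. The cluster held *Olig2*, *Sox1* and *Tubb3*, transcription factors and a tubulin of neural cells (exact adjusted p = 0.0120). Of 21 measured genes of the stress and dissociation response, 13 fell and 1 rose, likewise when adjusted over the list alone (adjusted p = 0.00147 from camera, adjusted p = 0.264 with an estimated correlation). *Chac1*, *Ddit3*, *Gadd45b*, *Ier3* and *Trib3* of this list stood in cluster I (exact adjusted p = 0.00138), and *Ddit3*, a mediator of the unfolded protein response, went from 751 ± 133 (SD, n = 2) to 164 ± 60.7 (SD, n = 4). The ratio of 3' to 5' control signals for *Actb*, a second sign of RNA quality, lay at 1.18 and 1.22 on the ESC arrays and between 1.29 and 1.49 on the iPGC arrays. The single rise among naive genes was lost without any 1 of the ESC or iPGC arrays and became 2 without either somatic Oct4-Gfp array, the 2 neural rises became 1 without ESC replicate 1 or iPGC Oct4-Gfp replicate 1 and 0 without ESC replicate 2, and the rise in the stress list was lost without ESC replicate 2.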

Gene ontology (GO) analysis of Cluster *I* (enriched in ESCs but not iPGCs or somatic cells) identified genes associated with transcription factor activity and DNA binding. Cluster *II* (enriched in iPGCs but not ESCs or somatic cells) revealed enrichment in genes associated with hydrolyase activity, cytoplasmic proteins and MAPK signaling pathways. 

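*Rhox6* and *Rhox9*, reproductive homeobox genes of the X chromosome, were higher in iPGCs than in ESCs and somatic cells. *Rhox6* had a signal of 206 ± 31.8 (SD, n = 2) in ESCs, 1442 ± 223 (SD, n = 4) in iPGCs and 243 ± 115 (SD, n = 4) in somatic cells. *Rhox9* rose from 253 ± 3.04 (SD, n = 2) in ESCs to 2191 ± 498 (SD, n = 4) in iPGCs, a log2 change of 3.01 (standard error 0.20, adjusted p = 0.000125 from limma). It was 2.97 above somatic cells on the log2 scale (adjusted p = 2.79e-06). *Dmrt3*, a gene of the doublesex family, changed by 2.03, and the transcription factor genes *Tfap2a* and *Gata2* by 1.88 and 2.05.
Cluster II held *Id4*, *Itgb3*, *Rhox6* and *Rhox9* of 19 measured genes of PGC specification and migration (Fisher's exact test, adjusted p = 0.00283). The study named all 4 on these arrays, so this is not independent evidence. Of the whole list 12 rose and 2 fell in iPGCs against ESCs, and 13 rose and 2 fell when adjusted over the list alone (adjusted p = 0.00181 from camera, adjusted p = 0.140 with an estimated correlation). Of the 21 genes listed, 10 are named by the study, most of them as PGC markers known beforehand. Targets of BMP signalling added *Tfap2a* and *Gata2* to *Id4* in this cluster (exact adjusted p = 0.0144).
Of 25 measured genes of MAPK signalling and its feedback, 5 rose and 6 fell, with the same numbers adjusted over the list alone (adjusted p = 0.833 from camera). Those that rose include *Dusp4* and *Dusp6*, phosphatases that inactivate ERK. *Dusp4* went from 276 ± 91.2 (SD, n = 2) to 1979 ± 81.1 (SD, n = 4) and stood at 1392 ± 197 (SD, n = 4) in somatic cells. The log2 change of *Dusp6* was 1.47 against ESCs and 1.30 against somatic cells. *Spry4*, a feedback inhibitor of receptor signalling, fell by 1.63 on the log2 scale and stood in cluster I. Of the PGC list, the count of 2 that fell was 0 without either ESC array and 1 without iPGC V6.5 replicate 1 or iPGC Oct4-Gfp replicate 2.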

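Several genes of the actin cytoskeleton and the nuclear lamina, among them *Anxa2* and *Lmna*, were lower in iPGCs than in ESCs and in somatic cells. *Anxa2*, a membrane-bound annexin that binds actin, had a signal of 2362 ± 281 (SD, n = 2) in ESCs, 158 ± 35.0 (SD, n = 4) in iPGCs and 4198 ± 468 (SD, n = 4) in somatic cells. Its log2 change was -3.80 against ESCs (standard error 0.19, adjusted p = 6.92e-05 from limma) and -4.62 against somatic cells (adjusted p = 3.46e-07). *Lmna*, which encodes lamin A, fell from 1363 ± 51.6 (SD, n = 2) in ESCs to 240.0 ± 103 (SD, n = 4). The focal adhesion genes *Parvb* and *Itga5* changed by -2.09 and -1.51 against ESCs, and *Fhl3*, a LIM protein of stress fibres, by -1.68. *Acta2*, smooth muscle actin, did not pass against ESCs, with signals of 187 ± 29.7 (SD, n = 2) in ESCs and 175 ± 80.6 (SD, n = 4) in iPGCs (log2 change -0.20, adjusted p = 0.515).
Of 31 measured genes of stress fibres and actin bundles, 15 fell and 7 rose in iPGCs against ESCs, and 15 fell and 8 rose when adjusted over the list alone (adjusted p = 0.0428 from camera, adjusted p = 0.520 with an estimated correlation). Against somatic cells 27 were lower and 2 higher, likewise over the list alone (adjusted p = 5.85e-09, adjusted p = 0.0701 with an estimated correlation). Cluster III held *Anxa1*, *Anxa2*, *Cnn1*, *Fhl3*, *Itga5*, *Lmna* and *Parvb* of this list (Fisher's exact test, adjusted p = 5.77e-07). *Itga5* entered by another probe set, since its main one fell short of 3-fold. The paper names *Anxa2*, *Fhl3*, *Itga5*, *Lmna* and *Parvb* in Table S1 from these arrays, so the overlap is not independent evidence for them.
Markers of fibroblasts, the feeder cells of the ESC culture, moved with this list. Of 18 measured, 8 were lower and 1 was higher in iPGCs than in ESCs, and 9 lower and 1 higher when adjusted over the list alone (adjusted p = 0.00567 from camera, adjusted p = 0.327 with an estimated correlation). *Lox*, which crosslinks collagen, was at least 8.92-fold higher in ESCs than in iPGCs. *Thy1*, a surface marker of fibroblasts, changed by -1.55, whereas *Col1a1*, the main collagen of fibroblasts, had signals of 134 ± 21.2 (SD, n = 2) in ESCs and 362 ± 91.3 (SD, n = 4) in iPGCs. The ratio of *Gapdh* control signals lay at 1.28 and 1.30 on the ESC arrays and between 1.51 and 2.37 on the iPGC arrays. The 7 rising stress fibre genes became 4 without ESC replicate 1 and 3 without ESC replicate 2, and the 15 that fell became 9 on V6.5 arrays only. The 8 falling fibroblast markers became 5 without ESC replicate 1 and 4 without ESC replicate 2.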

Genes in Cluster *III* (enriched in ESCs and somatic cells but not iPGCs) were associated with GO terms for stress fibers and actin filament bundle genes. Finally, GO analysis of Cluster *IV* (repressed in iPGCs and ESCs but not somatic cells) revealed genes associated with mesoderm formation including heart and blood development, and morphogenesis. Together, these data suggest that iPGCs repress genes associated with mesoderm differentiation, similar to what has been proposed for endogenous PGC formation through the activity of *Blimp1* [2], [7]. 

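Several transcription factor genes of the primitive streak, the mesoderm and the heart, among them *Tbx20*, *Hand1*, *Msx2*, *Cdx2* and *Evx1*, were lowest in ESCs, higher in iPGCs and highest in somatic cells. *Tbx20*, which is needed for heart development, had a signal of 32.2 ± 3.62 (SD, n = 2) in ESCs, 422 ± 95 (SD, n = 4) in iPGCs and 6560 ± 449 (SD, n = 4) in somatic cells. *Hand1*, a factor of heart and extraembryonic mesoderm, had 29.8 ± 18.3 (SD, n = 2), 189 ± 124 (SD, n = 4) and 4909 ± 886 (SD, n = 4) in the same order. *Msx2*, a homeobox gene induced by BMP, rose by 3.96 on the log2 scale against ESCs (adjusted p = 8.82e-05 from limma) and was 1.57 below somatic cells (-1.57, adjusted p = 0.000192). *Cdx2*, a regulator of the posterior body, changed by 3.54 against ESCs and -2.18 against somatic cells, and *Evx1*, a homeobox gene of the streak, by 2.89 and -1.77. Each iPGC array lay above both ESC arrays for these genes.
Against ESCs, 13 of 20 measured genes of the primitive streak and mesoderm rose in iPGCs and 3 fell, or 13 and 4 when adjusted over the list alone (adjusted p = 0.00396 from camera, adjusted p = 0.140 with an estimated correlation). Cluster IV held 9 of the 20, namely *Cdx2*, *Cfc1*, *Evx1*, *Foxf1*, *Msx1*, *Msx2*, *Wnt3*, *Wnt5a* and *Wnt5b* (Fisher's exact test, adjusted p = 1.09e-10). The paper names 5 of these in Table S1 from these arrays. *Wnt5b* entered by another probe set, since its main one fell short of 3-fold. Of 25 measured genes of heart development, 9 rose and 3 fell, or 10 and 3 over the list alone (adjusted p = 0.119 from camera). The cluster held *Bmp5*, *Hand1*, *Isl1* and *Tbx20* of them (exact adjusted p = 0.00323), of which *Hand1* and *Tbx20* stand in Table S1. Of 19 measured genes of blood and endothelium, 3 rose and 1 fell, with the same numbers adjusted over the list alone (adjusted p = 0.846 from camera). *Id2*, *Id3*, *Msx1* and *Msx2* represented the BMP targets in the cluster (exact adjusted p = 0.000767), and the study names *Id2*, *Id3* and *Msx1*.
Relative to the ESC signal as 0% and the somatic signal as 100%, the 13 mesoderm genes that rose had a median of 14.9% in iPGCs, 16.2% in the V6.5 line and 7.13% in the Oct4-Gfp line, and were picked for that rise. For 20 other transcripts abundant in somatic cells and within background in ESCs the median was 2.46%, or 2.92% and 2.58% by line, a comparison chosen after the values were seen. The 3 falling mesoderm genes became 0 without either ESC array. Of the heart genes, the 9 that rose became 5 without ESC replicate 2 and the 3 that fell became 1 without either ESC array or iPGC Oct4-Gfp replicate 1, and the 3 blood genes that rose became 5 and the 1 that fell became 2 without either somatic Oct4-Gfp array. That 1 also became 2 without ESC replicate 1, iPGC V6.5 replicate 2 or iPGC Oct4-Gfp replicate 2.

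**Figure D2:**
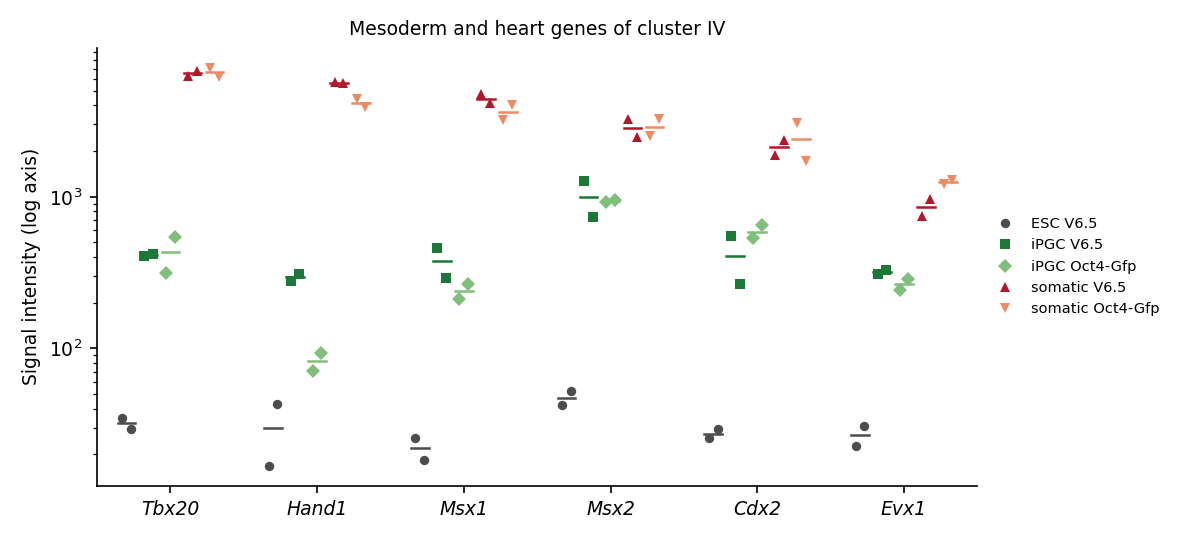
Signal intensity of 6 mesoderm and heart genes on each array, on a log axis, by cell type and line. Points are arrays and bars are group means, and the iPGC arrays lie between the ESC arrays and the somatic arrays for all 6.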

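Genes of mesoderm, heart and blood were lower in iPGCs than in the somatic cells of the same day. Of 25 measured heart genes, 22 were lower and 1 was higher, of 20 streak and mesoderm genes 15 were lower and 3 higher, and of 19 blood and endothelial genes 16 were lower and 2 higher, with the same numbers adjusted over each list alone. *Tnnt2*, cardiac troponin T, had a signal of 30.3 ± 10.7 (SD, n = 4) in iPGCs and 1831 ± 613 (SD, n = 4) in somatic cells and lay within background in ESCs. *Kdr*, the receptor for VEGF on vascular precursors, had 57.7 ± 23.6 (SD, n = 4) in iPGCs and 1311 ± 182 (SD, n = 4) in somatic cells. The embryonic globin *Hba-x* lay within background in ESCs and iPGCs and was at least 97.2-fold higher in somatic cells. *Blimp1* (*Prdm1*), a repressor of somatic genes in PGC precursors, had 310 ± 24.0 (SD, n = 2) in ESCs, 925 ± 179 (SD, n = 4) in iPGCs and 58.4 ± 23.1 (SD, n = 4) in somatic cells. It was 1.51 above ESCs on the log2 scale (adjusted p = 0.00663 from limma) and 3.72 above somatic cells (standard error 0.25, adjusted p = 8.51e-06).
In the set test by camera the adjusted p was 5.85e-09 for heart, 0.000105 for mesoderm and 6.38e-06 for blood. With an estimated correlation none of these calls held (adjusted p = 0.0538 for heart and for mesoderm and adjusted p = 0.159 for blood with an estimated correlation). Over all genes, 7095 probe sets were higher and 8291 lower in iPGCs than in somatic cells at an adjusted p under 0.05, and 9649 were higher and 6614 lower when each array was centred on its median, which moved the median of all log2 changes from -0.03 to 0.15. From these data the paper proposes that iPGCs repress genes of mesoderm differentiation, as has been proposed for the formation of PGCs in the embryo through *Blimp1*.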

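PGC genes had higher signals in iPGCs than in somatic cells of day 6. In the Oct4-Gfp line, cKit (*Kit*), the receptor that migrating PGCs need, had a signal of 1595 ± 303 (SD, n = 2) in iPGCs and 217 ± 33.1 (SD, n = 2) in somatic cells. *Blimp1* (*Prdm1*) had 873 ± 182 and 59.7 ± 9.62, and *Stella* (*Dppa3*), a maternal factor that marks early PGCs, 6898 ± 40.9 and 78.4 ± 22.9 (SD, n = 2 each). *Mvh* (*Ddx4*), a germline RNA helicase, had 929 ± 142 in iPGCs and 19.4 ± 11.5 in somatic cells (SD, n = 2 each). *Dazl*, a germline RNA-binding protein, had 927 ± 65.5 in iPGCs (SD, n = 2) and lay within background in somatic cells. *Prdm14*, a regulator of PGC specification, had 1085 ± 79.9 and 16.4 ± 4.84, and *Dnd1*, a germ cell survival factor, 447 ± 86.1 and 28.6 ± 25.3 (SD, n = 2 each).
Over both lines the log2 difference between iPGCs and somatic cells was 3.04 for *Kit* (standard error 0.20, adjusted p = 7.30e-06 from limma), 6.21 for *Dppa3* (adjusted p = 4.54e-07), 4.53 for *Ddx4* (adjusted p = 1.15e-06), whose somatic signal exceeded background on 2 of 4 arrays, and 3.82 for *Dnd1* (adjusted p = 1.06e-05). *Dazl* was at least 34.3-fold higher and *Prdm14* at least 49.2-fold higher. All 11 genes the study names for PGCs were higher than in somatic cells, and 7 were higher than in ESCs, with the same numbers adjusted over that list alone. This is not independent evidence, since the study had measured *Kit*, *Prdm1*, *Dppa3*, *Dazl*, *Ddx4*, *Prdm14* and *Dnd1* by PCR in such cells and took *Id4* and *Itgb3* from these arrays. The sort of cKit bright cells against cells without cKit selects for the difference in *Kit*, and in the Oct4-Gfp line the sort on the reporter selects for that in *Pou5f1*. Of 19 measured genes of PGC specification and migration, 16 were higher and 3 lower, likewise over the list alone (adjusted p = 2.55e-05 from camera, adjusted p = 0.0538 with an estimated correlation). Of 24 measured genes of later germ cells, 22 were higher and the others did not pass, likewise over the list alone (adjusted p = 7.94e-09 from camera, adjusted p = 0.0549 with an estimated correlation). Among these *Mael*, a piRNA pathway gene, was at least 25.4-fold higher, and *Sycp3*, of the meiotic chromosome axis, was 2.32 higher on the log2 scale.
Against ESCs, *Kit* changed by 1.39 (adjusted p = 0.00367 from limma) and *Dazl* by 1.99 (adjusted p = 0.000411), each by its brightest probe set. A dimmer probe set of *Dazl* read 127 and 92.9 on the ESC arrays and between 136 and 365 on the iPGC arrays. A dimmer probe set of *Kit* read 274 and 304 in ESCs and between 313 and 735 in iPGCs. The change of *Ddx4* was 0.08 (adjusted p = 0.830). *Dnd1* had a change of 0.56 (adjusted p = 0.211), which passed with only the arrays compared in the model (adjusted p = 0.0475) and on V6.5 arrays only (0.92, adjusted p = 0.0337). *Dppa3* changed by 0.91 (adjusted p = 0.0285), which missed the threshold without any 1 of the ESC and iPGC arrays (adjusted p between 0.0504 and 0.149), and with the floor, no filter, no moderation or V6.5 arrays only (adjusted p between 0.0503 and 0.0947). *Prdm14* changed by 0.54 (adjusted p = 0.0403) and missed it likewise (adjusted p between 0.0625 and 0.170), and also with the floor, no filter, the background filter, quantile normalization, median centring, 3 groups, limma-trend, no moderation or V6.5 arrays only (adjusted p between 0.0510 and 0.497), while it passed with the offset doubled, the stricter filter, array weights, the replicate block and only the arrays compared. Of the 24 later germ cell genes, 3 rose and 4 fell against ESCs, likewise over the list alone (adjusted p = 0.846 from camera). The 3 became 6 without iPGC V6.5 replicate 2, and the 4 became 0 without ESC replicate 1 and 2 without ESC replicate 2 or iPGC Oct4-Gfp replicate 1.

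**Figure D3:**
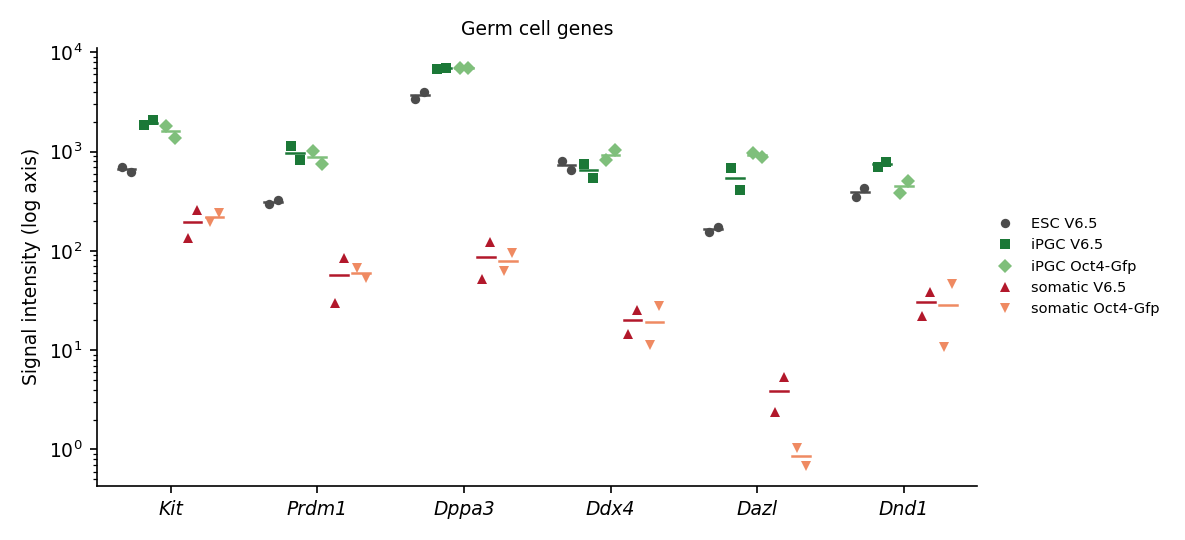
Signal intensity of *Kit*, *Prdm1*, *Dppa3*, *Ddx4*, *Dazl* and *Dnd1* on each array, on a log axis, by cell type and line. Points are arrays and bars are group means, and the iPGC arrays lie above the somatic arrays for all 6 genes.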

Expression of candidate PGC genes from the microarray was validated by real time RT-PCR from Oct4-Gfp*+*/cKit^bright^ iPGCs (Figure 4B). Similarly, expression of additional somatic genes (*Hoxa2* and *Hoxc5*) which were not evaluated earlier (Figure S1F) revealed undetectable expression in iPGCs, whereas somatic cells were positive.

Next, we compared our microarray data between iPGCs and undifferentiated ESCs to identify a marker that could distinguish between these two cell types. We identified *Inhibitor of DNA binding 4 (Id4)* as being significantly higher in iPGCs relative to ESCs. 

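*Id4* encodes a helix-loop-helix protein without a DNA-binding domain and is a target of BMP signalling. The signal of its brightest probe set was 339 ± 104 (SD, n = 2) in ESCs and 1844 ± 363 (SD, n = 4) in iPGCs. This is a log2 change of 2.40 (standard error 0.28, adjusted p = 0.000669 from limma). In somatic cells the signal was 236 ± 80.8 (SD, n = 4), a log2 difference of 2.93 from iPGCs (standard error 0.23, adjusted p = 1.62e-05). The 4 iPGC arrays lay between 1428 and 2284, the ESC arrays at 266 and 413, and the somatic arrays between 138 and 334.
All 3 probe sets of the gene gave a rise against ESCs. Besides the brightest one, the others changed by 2.53 (adjusted p = 0.000155) and 3.63 (adjusted p = 7.03e-05).

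**Figure D4:**
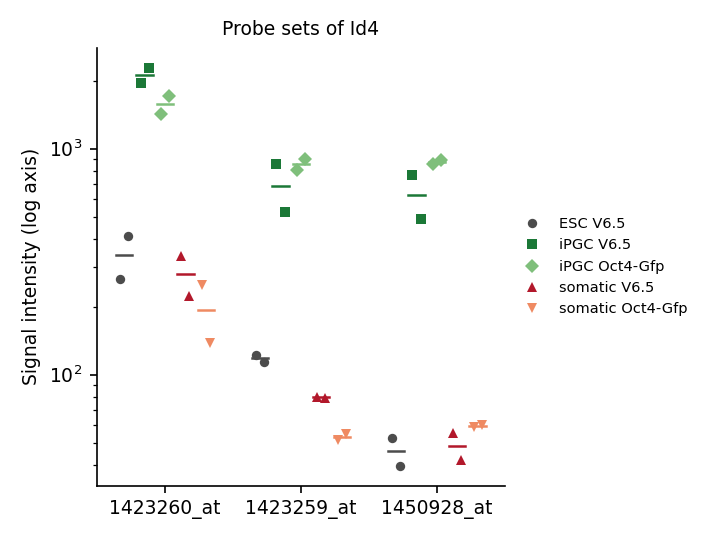
Signal intensity of the 3 probe sets of *Id4* on each array, on a log axis, by cell type and line. Points are arrays and bars are group means, and for each probe set all iPGC arrays lie above all ESC and somatic arrays.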

We confirmed the microarray data showing significant enrichment of *Id4* RNA in independently collected iPGC samples relative to undifferentiated ESCs (Figure 4C). To determine if Id4 protein is expressed in iPGCs, we performed immunohistochemistry of day 6 EBs with SSEA1 and Id4, and identified Id4 positive cells within the clusters of SSEA1+ cells (Figure 4D). Likewise, immunohistochemistry of e10.5 embryos shows that Id4 protein is expressed in SSEA1+ PGCs (Figure 4E, arrow). However, Id4 was also expressed in the surrounding embryonic somatic cells. Taken together, Id4 is a new marker for distinguishing iPGCs from undifferentiated ESCs, but does not distinguish PGCs from somatic cells of the embryo.

### *Blimp1* is specifically required for iPGC differentiation from EBs

Dosage of *Blimp1* is essential for the specification of PGCs *in vivo* [2], [32]. To determine if the emergence of SSEA1+/cKit^bright^ PGCs *in vitro* is similarly dependent upon *Blimp1* expression, we derived *Blimp1^fl/fl^* ESCs from e3.5 blastocysts. We performed Y chromosome FISH to identify a male line (Figure 5A), and generated three independent *Blimp1* knockout sub-lines (*Blimp1^Δ/Δ^*) via transfection of Cre recombinase fused to Gfp followed by re-plating of Gfp+ cells at limiting dilutions. Clones were screened by Southern blot to verify *Blimp1* deletion (Figure 5B). To compare overall self-renewal and pluripotency in *Blimp1^Δ/Δ^* cells relative to the parental line, we performed flow cytometry for SSEA1 under self-renewing conditions in the presence of LIF (Figure 5C), and teratoma analysis by injection of undifferentiated ESCs into the testicles of SCID mice (Figure 5D). In both assays, all *Blimp1^Δ/Δ^* lines were indistinguishable from parental *Blimp1^fl/fl^* cells, indicating that loss of *Blimp1* does not cause gross defects in overall ESC self-renewal or differentiation.

**Figure 5:**
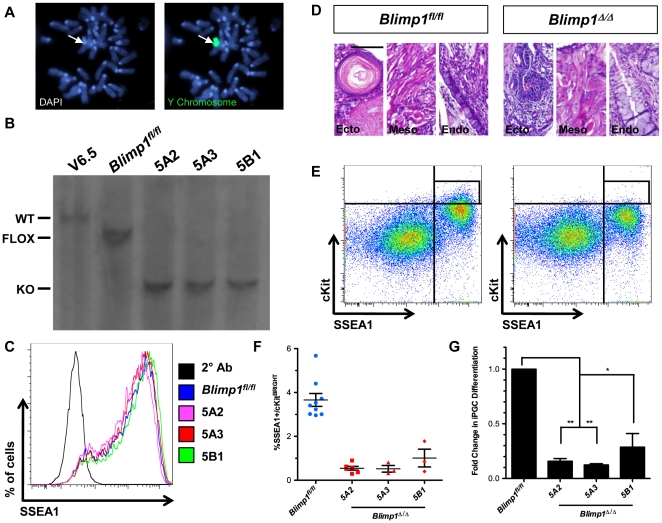
*Blimp1* is required for the differentiation of iPGCs from ESCs. **A:** DNA-FISH for the Y chromosome in *Blimp1^fl/fl^* ESCs. **B:** Southern blot for detection of wild type (WT), flox, and knock-out (KO) alleles of *Blimp1*. **C:** Flow cytometry for SSEA1 on undifferentiated ESCs. **D:** Representative histological sections from *Blimp1^fl/fl^* and *Blimp1^Δ/Δ^* teratomas. All lines were capable of differentiation to ectoderm (Ecto), mesoderm (Meso) and endoderm (Endo). Scale bar = 100 microns. **E:** Representative paired EB differentiations of *Blimp1^fl/fl^* and *Blimp1^Δ/Δ^* ESCs. Quadrant gates indicate criteria for gating SSEA1+/cKit^bright^ iPGCs, which are contained within the rectangular gate (black lines). **F:** Percentage iPGC yield in the control *Blimp1^fl/fl^* line and *Blimp1^Δ/Δ^* sub-lines. Error bars represent s.e.m. **G:** Quantification of data from F, expressed as a percent of the *Blimp1^fl/fl^* iPGC yield from each paired experiment. Error bars represent the standard error of the mean. *p<0.05, ** p<1×10^−7^.

Finally, to evaluate *in vitro* PGC formation, we performed paired differentiation experiments with *Blimp1^fl/fl^* and *Blimp1^Δ/Δ^* lines and evaluated iPGC differentiation by flow cytometry (Figure 5E). Quantification of SSEA1+/cKit^bright^ cells revealed that iPGCs constitute approximately 3–4% of the live cell EB population in the parental *Blimp1^fl/fl^* line at day 6 (Figure 5F). In contrast, all *Blimp1^Δ/Δ^* sub-lines displayed between a 70–90% decrease in SSEA1+/cKit^bright^ iPGCs, with the average percentage constituting less than 1% of the EB in all three sub-lines examined (Figure 5F,G). Functionally, this demonstrates that sorting for SSEA1+/cKit^bright^ iPGCs captures a *Blimp1-*dependent PGC population *in vitro*, whereas generation of SSEA1+/cKit^mid^ and SSEA1+/cKit^dim^ fractions of EBs do not exhibit the same reliance on *Blimp1* as *in vivo* PGCs.

## Discussion

Emerging cell populations in the early embryo are challenging to investigate. Therefore, we used mouse ESCs from multiple genetic backgrounds to differentiate transgene-free, pre-gonadal stage PGCs where 100% of the single iPGCs express *Blimp1 in vitro*. Here we show that sorting for the cKit^bright^ fraction of SSEA1+ cells at day 6 of differentiation when the population is first discernable yields an iPGC population with an identity suggestive of PGCs younger than e11.5.

One of the major challenges in the ESC and PGC fields has been to distinguish early progenitor PGCs from undifferentiated ESCs due to their similar expression patterns. Indeed, e11.5 PGCs isolated from the genital ridge prior to sex determination cluster very closely to undifferentiated ESCs in 2-dimensional principle component analysis after microarray [11]. Therefore, it has been proposed that ESCs originate from a progenitor germ cell consistent with detectable expression of PGC-signature genes, including *Dazl* and *Tissue non specific alkaline phosphatase* in the undifferentiated state [34], [35]. Although our studies do not address the origin of ESCs, our data does indicate that a small nascent PGC-like population corresponding to about 10% of cells can be identified in an ESC culture in the self-renewing state, agreeing strongly with previous work which demonstrated that *Dazl* null ESCs exhibit reduced expression of PGC-signature genes [8]. However, our data also show that despite co-expression of germ cell genes in these 10% of cells, the transcript levels are significantly lower than the levels found in *bona fide* PGCs isolated form the embryo between e9.5–e10.5 as well as the iPGCs. Taken together, our data argues that the majority of undifferentiated ESCs are not PGCs, and that a single cell analysis is critical to uncouple differences between ESCs and progenitor PGCs.

In the current study, we identified Id4 as a new marker enriched in iPGCs relative to undifferentiated ESCs. Id4 was recently found to be a germ line marker expressed in gonocytes and spermatogonia of postnatal and adult murine gonads [36]. We extend these findings to show that Id4 is expressed during the earliest stage of germ line development, prior to gonadal colonization (Figure 4E). Interestingly, *Id4* similar to *Stella* constitutes a marker for defining PGC identity yet has no functional role in specifying PGC fate [13], [36], [37]. However, by combining Id4, SSEA1, and Oct4 expression in day 6 EBs, we propose a model for germ line formation *in vitro* that involves the generation of multiple SSEA1+/Oct4+ niches during EB formation, with Id4+ iPGCs emerging from within these niches (Figure 6). We propose that similar to PGC development in the allantois of the embryo, the tight clustering of SSEA1+/Oct4+ cells creates a microenvironment in the EB to protect the iPGCs against somatic cell differentiation signals [38]. Given that Id4+ cells constitute only a subpopulation of cells within SSEA1+ clusters, we hypothesize that the clusters are composed of a heterogeneous mixture of immature cells, including epiblast-like cells (*Stella* negative, *Blimp1* negative), PGC precursors (*Stella* negative, *Blimp1* positive) and definitive Id4-positive cKit^bright^ iPGCs (Figure 6). Whether the SSEA1+/cKit^bright^ PGCs emerge from a subpopulation of the SSEA1+/cKit^mid^ fraction of cells remains to be determined. However, our data strongly argue that iPGCs do not differentiate from SSEA1+/cKit^dim^ cells, which have no colony forming potential, and express high levels of *Hoxa1* and *Hoxb1*, indicating commitment to a somatic fate.

**Figure 6:**
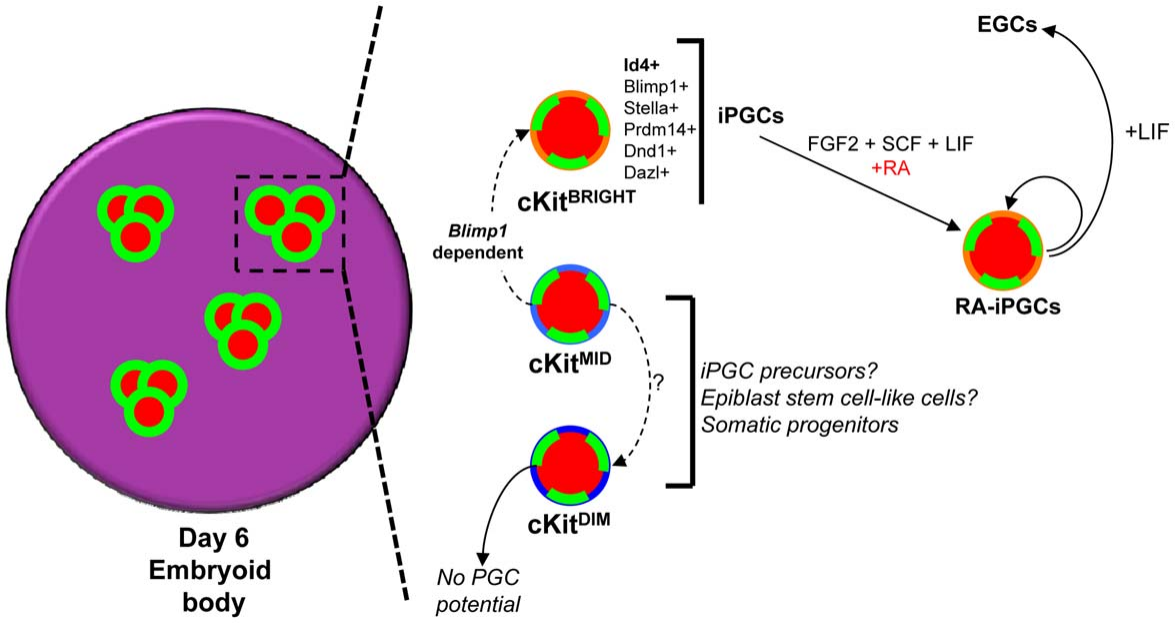
Model for iPGC emergence from SSEA1/Oct4+ clusters in EBs. In day 6 of EBs (pink circle) multiple discreet clusters of Oct4+ (red) and SSEA1+ (green) cells are identified. SSEA1+ cells within these clusters exhibit a range of cKit signal intensities identified by flow cytometry including cKit^bright^ (iPGCs), cKit^mid^ (iPGC precursors and epiblast stem cells) and cKit^dim^ (somatic lineage primed epiblast) cells (black box). Definitive iPGCs are enriched in the cKit^bright^ fraction of SSEA1+ or Oct4+ cells, and the generation of this population *in vitro* is dependent upon *Blimp1*. Using a differential colony forming assay in the presence FGF2, SCF, LIF and RA which promotes survival and proliferation of PGCs, we show that RA-iPGC potential is highest in the cKit^bright^ fraction and is absent in the cKit^dim^ subpopulation of SSEA1+ cells. Furthermore, converting RA-iPGCs to media containing LIF supports the generation of self-renewing EGCs *in vitro*.

Although our data suggest that the iPGCs are younger than e11.5 of development due to lack of Mvh protein expression, it is conceivable that iPGCs at day 6 are more similar to e11.5 in some aspects, but have not received the appropriate cues to express Mvh protein. The signals that promote Mvh protein expression in PGCs at e11.5 are not well understood, but one study has indicated that gonadal somatic cells are involved in this process [29]. Lack of Mvh protein expression in our model suggests that the hanging drop EB system by day 6 of differentiation does not provide the necessary signals to promote developmental progression to Mvh protein-positive iPGCs. This result implies that progression of iPGCs *in vitro* may require a gonadal niche to promote differentiation to the Mvh protein-positive stage. Indeed, while this manuscript was under review, Hayashi and colleagues demonstrated that a neonatal seminiferous tubule niche was necessary to promote differentiation of ESC-derived PGCs, which this group called PGC like cells (PGCLCs), into functional post-meiotic male germ cells [39]. In these studies, PGCLCs were isolated using SSEA1 and Integrin Beta 3 and were hypothesized to be equivalent to e9.5 of development. Similar to this group, iPGCs isolated at day 6 also express significantly high levels of *Integrin Beta 3* RNA (Figure S2).

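*Itgb3* encodes the beta subunit of an integrin that binds vitronectin. Its brighter probe set had a signal of 55.7 ± 20.5 (SD, n = 2) in V6.5 ESCs and 477 ± 86.6 (SD, n = 4) in day 6 iPGCs, and every iPGC array lay above both ESC arrays. The log2 change was 2.82 (standard error 0.30, adjusted p = 0.000505 from limma). Somatic cells of day 6 had a signal of 259 ± 118 (SD, n = 4), which was 1.89 above ESCs on the log2 scale (adjusted p = 0.000799). The difference between iPGCs and somatic cells was 0.93 (adjusted p = 0.0111) and did not pass on V6.5 arrays only (0.55, adjusted p = 0.230).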

In the current study, we successfully acquired PGCs in the *Blimp1*-positive stage of development. *Blimp1* is not expressed in meiotic or post-meiotic cells and therefore our model is not useful for evaluating meiotic progression; however, we propose that this model can be used to successfully evaluate molecular events in PGC formation prior to gonadal colonization, gonadal reprogramming and sex determination. As an example of the utility of our model, one hundred male e10.5 embryos would be required to obtain approximately 100,000 PGCs via FACS, if we estimate that there are ∼1,000 PGCs per embryo at this developmental age [5]. In contrast, generating iPGCs equivalent to e9.5–10.5 of development using ESC differentiation required 50 plates of hanging drop EBs, which takes 1 hour to set up from only two wells of undifferentiated ESCs. This yields on average 150,000–175,000 *Blimp1* positive iPGCs at day 6 of differentiation, resulting in more than 100-fold enrichment in cell numbers over embryonic dissections [40].

In conclusion, we propose that the ESC-to-PGC differentiation model is an essential tool for examining molecular events in PGC development. In this study we developed a model that specifically captures the *Blimp1*-positive stage of male PGC formation prior to the expression of Mvh protein. This period of germ cell development (prior to e11.5) is uniquely regulated in mammals and is not conserved with lower model organisms such as *Drosophila*, *C. elegans*, frog, and chick (for example, the role of *Blimp1*). Therefore, creating models that study the initial formation of mammalian PGCs such as the one described here, as well as extending this model to female ESC lines, will be critical to our understanding of the mechanisms that govern fundamental principles of inheritance via the germ line.

## Materials and Methods

### Ethics Statement

Mouse embryo dissection, breeding colony maintenance, and animal surgery were all performed following Institutional Approval for Appropriate Care and use of Laboratory animals by the UCLA Institutional Animal Care and Use Committee (Chancellor's Animal Research Committee (ARC)), Animal Welfare assurance number A3196-01.

### Cell Culture and EB Differentiation

All ESC lines in this study were maintained as described previously with lot-tested FBS (Hyclone Lot #ATJ33070) on inactivated CF-1 mouse embryonic fibroblasts (MEFs) [41]. Cells were passaged every three days at 5,300 cells/cm^2^. For EB formation, ESCs were subjected to MEF depletion by plating a single cell suspension on tissue culture dishes twice for five minutes each. Cells were seeded in drops of 20 microliters each containing 300 cells on the lids of Petri dishes with 5 mL PBS in the plate bottom and cultured in the absence of LIF for six days, with addition of 3.5 mL PBS on day 3 of differentiation. For ESC derivation, e3.5 blastocysts were isolated from homozygous *Blimp1^flox/flox^* (C57BL6/J) crosses and cultured in ESC media containing PD98059 (Cell Signaling) for four days. ESC lines were then passaged and maintained routinely. To generate *Blimp1* null ESCs, *Blimp1^flox/flox^* cells were transfected with pCAG-Cre:Gfp [42] and sorted to generate sublines.

### Mice

*Oct4-gfp* embryos were dissected and dissociated with TrypLE (Invitrogen) prior to flow cytometry or FACS. For teratoma analysis, 100,000 ESCs were injected into the testicles of SCID recipient mice and collected 6 weeks after transplant for histology [40].

### iPGC Colony Assay

iPGCs were sorted from EBs by FACS and re-plated on inactivated CF-1 MEFs. iPGCs were cultured in ESC media supplemented with 15 ngml^−1^ bFGF2 (R&D), 30 ngml^−1^ SCF (Peprotech), and 2 micromolar retinoic acid (Sigma), for five days as described previously [15]. Cells were cultured for five days with daily media changes followed by assaying for AP activity. EGCs were derived from iPGCs by culture of iPGCs for five days with LIF/SCF/bFGF2/RA, followed by passaging in LIF-only containing media for subsequent passages.

### Flow cytometry and FACS

Staining for SSEA1 (DSHB, 1∶200) and cKit (BD, 1∶200) was performed on ice. Indirect labeling was performed with Cy5-conjugated goat anti-mouse IgG and IgM (1∶500) and PE-conjugated goat anti-rat IgG (1∶1000) (Jackson ImmunoResearch). 7AAD or DAPI were added prior to all acquisitions to examine only live cells for downstream analyses with FlowJo software (TreeStar).

### Immunostaining

Embryoid bodies were fixed and embedded in paraffin according to standard protocols. For iPGC stains, cells were sorted by FACS and plated onto poly-lysine coated cover slips. The following antibodies were used at the indicated dilutions: SSEA1 (DSHB, 1∶100), Oct4 (1∶100, Santa Cruz), Mvh (1∶100, Abcam), and H3K27m3 (1∶500, Millipore). All samples were incubated with primary antibodies overnight at 4°C. Sections were washed, incubated with FITC anti-mouse IgM, TRITC anti-goat IgG, or FITC/TRITC conjugated anti-rabbit IgG antibodies (Jackson Immunoresearch) for 30 minutes at room temperature. Y chromosome FISH was performed on chromosome spreads. SSEA1 and Id4 immunohistochemical detection was performed using anti-Id4 (1∶100, Novus Biologicals) and anti-SSEA1 (DSHB) with standard protocols (Vector Labs).

### Real-time PCR

RNA was extracted from sorted samples using the RNEasy Micro Kit (Qiagen) and reverse-transcribed using Superscript RT II (Invitrogen). All gene expression analysis was performed using commercially available TaqMan Gene Expression Assays (Applied Biosystems), with the exception of *Id4*, which as examined by SYBR Green PCR (Roche). See Table S2 for additional primer information. CT values were normalized to *Gapdh* expression and expressed as fold change relative to a control cell type referenced in each experiment.

### Single-cell Real Time RT-PCR

Single cells were sorted by FACS and subjected to reverse transcription and specific target amplification of relevant genes using the Fluidigm BioMark 48.48 dynamic gene expression system according to manufacturer's instructions, with PCR performed by the UCLA Genotyping and Sequencing core facility. A dilution series of cells were used as detection controls and also to establish primer correlation coefficients and ensure linear amplification of amplicons. Heat map data was generated using Fluidigm Real Time PCR Analysis software.

### Microarray and Data Analysis

RNA extraction, labeling amplification and hybridization to Affymetrix Mouse Genome 430 2.0 arrays were performed as previously described [41]. Analysis was performed using model-based expression and invariant set probe normalization using D-Chip software [43]. Gene ontology (GO) terms were identified using DAVID [44], [45]. Microarray data is deposited under GEO accession number GSE33121.

### Bisulfite Sequencing

Genomic DNA was isolated from sorted samples (Zymo Research). Bisulfite conversion was performed using the EZ DNA Methylation Kit according to manufacturer's instructions (Zymo Research). PCR was performed on bisulfite converted genomic DNA and cloned into pCR2.1-TOPO (Invitrogen). Clones were sequenced and aligned using Lasergene software (DNASTAR). See Table S2 for PCR primer information.

### Southern Blot

*Prdm1/Blimp1* deletion was verified with dUTP-digoxigenin-labeled probe generated by PCR upstream of the deleted exons of *Blimp1* (fwd:5′- CTCGTGGCTCTTGTGTGTGT -3′, rev:5′- AACGCTGTACCCATGACTCC -3′), after digestion with *EcoRI*. Detection of wild type (15 kb), flox, (13.5 kb), and KO (10 kb) alleles of *Blimp1* have been described [46].

## Supporting Information

Figure S1 **Kinetics of EB formation and the transcriptional identity of iPGCs.** **A**: *Oct4-gfp* embryoid bodies at days 5–8 of differentiation. Scale bar = 500 microns. **B**: Quantification of EB cell viability recorded as the percent of 7AAD- cells at each time point by flow cytometry. **C**: Flow cytometry of the live cell EB fraction for Oct4-gfp and cKit at the corresponding time point. Blue oval indicates the Oct4-gfp+/cKit+ side population, which first appears at day 6. Oct4-gfp+/cKit^bright^ cells correspond to iPGCs. **D**: *Oct4-gfp* EBs at day 6 were stained with SSEA1 and cKit, and Oct4-gfp expression was examined in SSEA1+/cKit^bright^, SSEA1+/cKit^mid^ and SSEA1+/cKit^dim^ populations. **E**: PGC gene expression data for *Oct4-gfp* and J1-derived iPGCs and somatic cells. **F**: Somatic gene expression data for *Oct4-gfp* and J1-derived iPGCs and somatic cells.
(TIF) Click here for additional data file.

Figure S2 ***Integrin Beta 3*** **is enriched in iPGCs.** Normalized signal intensity from probe sets for *Integrin beta 3 (Itgb3)* for ESCs and iPGCs were determined from the microarray presented in Figure 4A.

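Of the 2 probe sets of *Itgb3* on the array, 1 was brighter than the median of each iPGC array and rose against ESCs. The other was too dim for the main test, with mean signals of 16.6 in ESCs, 31.0 in iPGCs and 13.7 in somatic cells. When dim probe sets were kept its log2 change between iPGCs and ESCs was 0.46 and did not pass (adjusted p = 0.420 from limma). The signals plotted are those of the deposited table, scaled by MAS5.

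**Figure D5:**
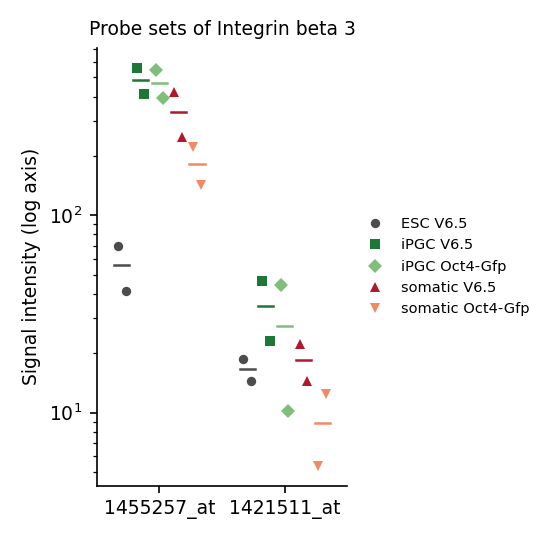
Signal intensity of the 2 probe sets of *Itgb3* on each array, on a log axis, by cell type and line. Points are arrays and bars are group means, and iPGC arrays lie above ESC arrays for the brighter one, whereas the other lies close to the background.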

(TIF) Click here for additional data file.

Table S1 DAVID Gene Ontology of transcriptional clusters identified between ESCs and iPGCs. 

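Table S1 lists, for each transcriptional cluster, the GO terms that the DAVID web tool found in excess and examples of the genes behind them. It names 33 example genes, of which 31 had a tested probe set here. Of these, 27 had a probe set in the same cluster by the means of the deposited signals, at 3-fold and an unadjusted limma p under 0.01. In cluster I these were 8 of 10, in cluster II 4 of 5, in cluster III 6 of 6 and in cluster IV 9 of 10. By direction of the log2 change between iPGCs and ESCs, adjusted over each list alone, 8 of the 10 cluster I examples fell, and all 5 of cluster II rose. All 6 of cluster III fell, among them *Glipr2* with a change of -1.74, and in cluster IV 9 rose and 1 fell. Against somatic cells the cluster IV examples were lower in 9 of 10 cases, or in 10 when adjusted over the list alone. The study chose these genes on the same arrays, so their directions are not independent evidence.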

Gene ontology analysis of genes corresponding to Affymetrix probe sets identified from each transcriptional cluster in Figure 4A differentially expressed more than 3-fold with p<0.01.
(DOC) Click here for additional data file.

Table S2 Primers used in this study.
(DOCX) Click here for additional data file.

# Supplementary material for: Single Cell Analysis Facilitates Staging of Blimp1-Dependent Primordial Germ Cells Derived from Mouse Embryonic Stem Cells
**Source:** PLoS One. 2011 Dec 15;6(12):e28960. doi: 10.1371/journal.pone.0028960
**Supplement:** Table S1 — DAVID Gene Ontology of transcriptional clusters identified between ESCs and iPGCs. Gene ontology analysis of genes corresponding to Affymetrix probe sets identified from each transcriptional cluster in Figure 4A differentially expressed more than 3-fold with p<0.01.

**Supporting Information**

**Table S1. DAVID Gene Ontology of transcriptional clusters identified between ESCs and iPGCs.**

| **Cluster** | **Affymetrix probe sets** | **Top GO category** | **P-Value** | **Gene Examples** |
| --- | --- | --- | --- | --- |
| I | 126 | Transcription factor activity | 3.2E-05 | *Socs3, Sfrp1, Klf5, Klf4, Etv4, Klf9, Ets2, Hesx1, Hoxc13, Fgf17* |
| II | 126 | Cytoplasm | 8.0E-03 | *Rhox6, Rhox9, Tcl2, Dmrt3, Tex19.2, Map4k2, Id4* |
| III | 19 | Stress fiber | 2.5E-02 | *Fhl3, Anxa2, Parvb, Glipr2, Lmna, Itga5* |
| IV | 74 | Heart development | 4.90E-07 | *Tbx20, Cfc1, Fgf15, Msx1, Id2, Id3, Hand1, Wnt3, Wnt5b, Evx1,* |

Gene ontology analysis of genes corresponding to Affymetrix probe sets identified from each transcriptional cluster from Figure 4A differentially expressed more than than 3-fold with p<0.01.

# Supplementary material for: Single Cell Analysis Facilitates Staging of Blimp1-Dependent Primordial Germ Cells Derived from Mouse Embryonic Stem Cells
**Source:** PLoS One. 2011 Dec 15;6(12):e28960. doi: 10.1371/journal.pone.0028960
**Supplement:** Table S2 — Primers used in this study.

**Supporting Information**

**Table S2. Primers used in this study.**

| **Gene** | **Primer** | **Sequence** |
| --- | --- | --- |
| Gapdh (RT) | FP | ACCACAGTCCATGCCATCAC |
|  | RP | TCCACCACCCTGTTGCTGTA |
| Id4 (RT) | FP | GAGACTCACCCTGCTTTGCT |
|  | RP | AGAATGCTGTCACCCTGCTT |
| Snrpn outer (BS) | FP | TATGTAATATGATATAGTTTAGAAATTAG |
|  | RP | AATAAACCCAAATCTAAAATATTTTAATC |
| Snrpn inner (BS) | FP | AATTTGTGTGATGTTTGTAATTATTTGG |
|  | RP | ATAAAATACACTTTCACTACTAAAATCC |
| IAP (BS) | FP | TTGTGTTTTAAGTGGTAAATAAATAATTTG |
|  | RP | CAAAAAAAACACACAAACCAAAAT |
| Xist outer (BS) | FP | TGGTTTGTTTAAGTAGAAGATATATTG |
|  | RP | AAAAATCTTACCAAAACATATCAAAAC |
| Xist inner (BS) | FP | GTATAGATAGGTGTGTGATTTAATG |
|  | RP | TTTAATATATTTTCTTAAATAAACC |

RT=RT-PCR, BS=bisulfite sequencing-PCR, FP=forward primer, RP=reverse primer

How the deposited data were processed for this re-analysis (not part of the article)

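Transcripts were measured on Affymetrix Mouse Genome arrays in 5 sorted populations with 2 arrays each, namely V6.5 ESCs at day 0 and, at day 6 of EB differentiation, iPGCs and somatic cells of the V6.5 line and of the Oct4-Gfp line. All 10 arrays were used.

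The deposited values are signal intensity on a linear scale, computed by the authors with MAS5 according to the submitters' processing notes, which give no version. They were scaled by the authors to a trimmed mean of 500 per array. The paper's methods describe D-Chip model-based expression with invariant set normalization, and those values were not used here. No probe-level files and no detection calls were used here. The signals ranged from 0.0142 to 30780.

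From these signals, 64 control probe sets were left out, and the log2 of the signal plus 14.8 was used. Probe sets above their array's median on at least 2 arrays were tested, 26368 of 45101. Gene symbols came from the platform's annotation: 34958 probe sets have 1 symbol, 932 have several and 9211 have none, and 34754 of those with 1 symbol have an Entrez number in the mouse reference table. Of 12207 genes tested, 6019 had more than 1 probe set, and the one with the highest mean was used. A gene below the background of olfactory receptor probe sets on every array of 1 group was given a fold as a lower bound against that background, and no fold was given where both groups lay within it.

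A linear model with 5 groups was fitted with limma 3.58.1 in R 4.3.3 (5 residual and 2.92 prior degrees of freedom), and p-values were adjusted by Benjamini-Hochberg over the probe sets tested. Comparisons were iPGCs against ESCs, iPGCs against somatic cells, somatic cells against ESCs, each iPGC line against ESCs, the iPGC lines against each other, and the difference between the lines in the contrast of iPGCs and somatic cells. The paper's threshold of 3-fold and p under 0.01 was applied to unadjusted limma p-values, since the paper's text does not name the test. Clusters were assigned from group means. There were 19 gene lists fixed by hand, tested by camera with a preset correlation of 0.01 and again with an estimated correlation, and 6 lists of genes the study names, whose calls were counted without a set test. The overlap of the 19 lists with the 4 clusters was tested by a two-sided Fisher's exact test with 12207 genes as background.

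The sample groups, the models, the gene lists, the alternatives and the rule for named genes were chosen before the data were examined. The rule names the 10 genes with the largest change in each direction for the 3 comparisons of cell types (adjusted p under 0.05, every array of one side beyond every array of the other, 1 symbol), 5 in each direction for the 2 comparisons of lines, every gene the paper names, and up to 4 members of each list. Values of genes in the paper's tables had been seen. List genes with no tested probe set are not reported here.

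On simulated data made from the means and spreads of these arrays (5 runs, 500 probe sets per fold size among 26368), the comparison of iPGCs with ESCs found 48.0% of 2-fold and 99.4% of 4-fold changes, and 5.88% of its calls were false. The comparison of iPGCs with somatic cells found 83.2% and 100.0%, with 7.38% false, and that of the iPGC lines found 25.4% and 96.8%, with 6.29% false. The difference between lines found 3.00% and 65.8%, with 8.27% false, and V6.5 iPGCs against ESCs 25.0% and 96.8%, with 5.44% false. The simulations changed 500 probe sets per fold size, whereas the real comparison of iPGCs with ESCs called 11032. The adjusted p depends on how many probe sets change, so these rates describe the simulated data alone. They do not give the sensitivity reached in the real comparisons. The number of arrays limits the precision.

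Alternatives were a floor in place of the offset, a doubled offset, no filter, a stricter filter, a background filter, quantile normalization, median centring, 3 pooled groups, only the arrays compared, limma-trend, array quality weights, no moderation, the replicate number as a block, average-linkage clustering, and each array left out. The *Gapdh* ratio as a covariate, V6.5 arrays only and standardized probe sets were added after seeing the data. Plots were drawn with matplotlib 3.10.9. GO terms, RT-PCR, immunostaining and single cell data were not analysed here.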

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

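The tests of shared somatic signal, RNA quality, fibroblast markers and other splits of the arrays were chosen only after the results were seen, whereas the tests of lines and gene lists were planned.

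Among 98 groups of 4 arrays checked for a single array far from the others, 2 had one, and chance gives about 1 in 20. For *Ets2* iPGC V6.5 replicate 2 had a signal of 760.1, against 1321, 1383 and 1386 on the other iPGC arrays. For *Fgf15* iPGC Oct4-Gfp replicate 1 had 38.26, against 79.4, 79.9 and 86.6.

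The difference between iPGCs and somatic cells was not the same in both lines for 4 probe sets (adjusted p = 0.0391 for each, limma interaction). For *Eomes*, a T-box factor of the streak, the log2 difference was 1.44 in the V6.5 line and -1.49 in the Oct4-Gfp line by 1 probe set, a change of -2.93, and 1.56 and -1.11 by another, a change of -2.67. For the embryonic globin *Hbb-bh1*, by 1 of its probe sets, it was -8.45 and -6.02, a change of 2.43. Its iPGC signals, 4.30 and 2.77, lie within background, so that these differences depend on the offset and only the somatic signals, 6638 and 1118, are measured. For a probe set with no single gene name here it was 2.56 and -1.24, a change of -3.80. Its V6.5 somatic signal of 1.97 and its Oct4-Gfp iPGC signal of 1.25 lie within background, so the size of this change is not measured. Each of the 4 rests on 2 arrays per group, and leaving out any array other than somatic Oct4-Gfp replicate 1, which left 3, left 0 calls in limma, with 1675 to 4714 probe sets at an unadjusted p under 0.05, against 2758 with all arrays.

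Gene lists that the paper does not discuss also moved by camera with the preset correlation, and none of these calls held with an estimated correlation. In iPGCs against ESCs, 11 of 15 BMP and Smad targets were higher, and 8 of 25 cell cycle genes, 8 of 18 fibroblast markers and 13 of 21 stress response genes were lower. Against somatic cells, 15 of 19 endoderm genes, 9 of 15 BMP and Smad targets, 18 of 18 fibroblast markers and 19 of 23 imprinted genes were lower in iPGCs. The 8 cell cycle genes became 2 without ESC replicate 1 and 3 without ESC replicate 2, and the 8 fibroblast markers became 5 and 4.

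The 13 mesoderm genes above their ESC level in iPGCs may carry RNA from day 6 somatic cells that passed the sort, or may be transcribed at a low level in iPGCs. Unsorted somatic cells would bring their abundant transcripts alike, and the median share of the somatic signal was 14.9% for the mesoderm genes against 2.46% for 20 other transcripts, a ratio of 6.04, though in the Oct4-Gfp line alone the medians were 7.13% and 2.58%, so this ratio decides nothing. Of the 15 mesoderm genes higher in somatic cells than in ESCs, whatever their iPGC signal, 5 (*Evx1*, *Wnt3*, *Cdx2*, *Wnt5b* and *Msx2*) had a share above that of all 20 others, whose highest was 6.68% to 9.12% by array, on each of the 4 iPGC arrays, and this count, chosen after the values were seen, argues against unsorted somatic cells as the whole source for these 5. On both V6.5 arrays 9 did, these 5 with *Lhx1*, *Snai1*, *Cfc1* and *Mixl1*, which argues likewise for that line, and *Mixl1* at 212% there stood 0.63 above somatic cells on the log2 scale (standard error 0.28, adjusted p = 0.105), too close to the somatic arrays to place it over 100%. The sources cannot be told apart for 8 genes in the Oct4-Gfp line (these 4 with *Foxf1*, *Pdgfra*, *Wnt5a* and *Msx1*) and for the last 4 genes in the V6.5 line, whose shares were not above the others on both arrays, and cells of 1 mesodermal kind among the iPGCs stay open for all 13, since the highest share over both lines, 49.3% for *Wnt5b*, sets no limit on them.

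The 15 stress fibre genes lower in iPGCs than in ESCs may differ through RNA quality, or through feeder fibroblasts among the ESCs, which the sort for SSEA1 and cKit should remove. On a log scale the step from V6.5 to Oct4-Gfp iPGCs was 1.75 times that from ESCs to V6.5 iPGCs in the *Gapdh* ratio. In the *Actb* ratio it was 1.26 times, likewise on a log scale. By the smaller of these, RNA quality as the whole cause predicts a median log2 difference of -1.48 between the iPGC lines. The median was -0.33 (quartiles -0.64 to 0.01), which argues against RNA quality as the whole cause. With the *Gapdh* covariate the median change went from -1.47 to -1.21 and its median standard error from 0.19 to 0.37. Feeder fibroblasts stay open, as 8 fibroblast markers were higher in ESCs and no array of feeders gives their levels. *Col1a1* went the other way and was lower in ESCs than in iPGCs (134 against 362). The ESC signals of *Col1a2*, *Col3a1* and *Postn* were 97.4, 41.0 and 17.3 beside 2362 for *Anxa2* and 1363 for *Lmna*. The collagen probe sets can respond. On the somatic arrays *Col1a1* read 5804 to 6859, *Col1a2* 739 to 2543 and *Col3a1* 341 to 1868. The ESC arrays thus held little of these collagens beside the somatic arrays. How much *Anxa2* or *Lmna* feeders could bring with so little collagen stays open. Levels cannot be compared between different probe sets, and no array of feeders gives their proportions. A difference between ESCs and iPGCs in the cells themselves stays open too.

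The 13 stress response genes lower in iPGCs may likewise follow RNA quality or the handling of the cells at sorting, which was not tested. RNA quality as the whole cause predicts a median log2 difference of -1.58 between the iPGC lines, and it was -0.32 (quartiles -0.66 to -0.25), which argues against it as the whole cause. The genes were also lower in somatic cells than in ESCs (median -1.55, with 10 of 13 past the threshold), where the *Gapdh* ratio was raised too (1.79 against 1.29), so a part played by RNA quality stays open. With the *Gapdh* covariate the median change went from -1.47 to -1.46 and its median standard error from 0.17 to 0.38. The ESC culture and the day 6 EBs differ in medium and time, which stays open.

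For the comparison of iPGCs with somatic cells, the real division of the 8 arrays gave 13672 calls in a 2-group model. The highest of the other splits gave 0, so that 1 of 35 splits reached the real number. This argues against chance as the source of the calls if the arrays are independent, which nothing read here states. Every other split mixes the cell types within its groups, which widens the spread, so the counts of 0 do not show how many calls chance gives.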

How the results depend on the processing

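The *Gapdh* covariate, V6.5 arrays only and the standardized probe sets were chosen only after the results were seen, and the other alternatives were planned. Of 8165 alternative values for 343 pairs of named gene and comparison, 8056 kept direction and side of the threshold, 91 no longer passed, 18 newly passed and 0 reversed, and 2727 of 3002 list counts lay within 1.5 times. The cause of a change was not tested unless given. The stricter filter tests fewer probe sets. It gave 499 probe sets at 3-fold, 9169 for iPGCs against somatic cells, 10066 for somatic cells against ESCs, 820 between the iPGC lines, 144, 136 and 73 in clusters I, II and III, and a line correlation of 0.955. The *Gapdh* covariate gave 0 for iPGCs against ESCs in limma (4880 at an unadjusted p under 0.05), with 928 at 3-fold, 500 shared with the main 996 and 989 of these of the same sign. V6.5 arrays only gave 6363, and only the arrays compared gave 3439 for V6.5 iPGCs (7180 in the main test). Between the iPGC lines limma-trend gave 932 and no moderation 1. For the difference between lines the floor gave 2, limma-trend 11, and no filter, the background filter, quantile normalization, quality weights, no moderation, only the arrays compared and the replicate block 0 each in limma (2247 to 4333 at an unadjusted p under 0.05). The replicate numbers do not pair the arrays, as deviations of same-numbered arrays correlated between -0.29 and 0.26, over 0.1 in 2 of 10 pairs. No filter and the background filter gave line correlations of 0.859 and 0.872. The floor gave 260 and 429 probe sets in clusters III and IV, the doubled offset 104 in III, and average linkage 175 in II. With an estimated correlation, camera called 0 lists in place of 8, 0 in place of 13 and 3 in place of 15. *Itgb3* by its dim probe set gave 0.46 with no filter.

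The mean correlation of iPGC with ESC arrays was 0.914 with the floor, 0.960 with no filter, 0.887 with the stricter filter, 0.95 with the background filter, 0.274 over the selected and -0.455 over standardized probe sets. With somatic arrays it was 0.785, 0.916, 0.650, 0.890, 0.489 and -0.437. Between somatic and ESC arrays it was 0.736, 0.898, 0.589, 0.866, 0.144 and -0.426, and 0.803 with the doubled offset. Standardizing centres each probe set and so forces negative values by construction.

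Without 1 array at a time the ranges were 870 to 1047 at 3-fold, 5343 to 11074 for iPGCs against ESCs, 13320 to 15009 against somatic cells, 12928 to 17086 for somatic cells against ESCs, 2835 to 7197 and 6136 to 11704 for V6.5 and Oct4-Gfp iPGCs against ESCs, 0 to 0 between the iPGC lines, 0 to 3 for the difference between lines, and 0.859 to 0.924 for the line correlation. Clusters I to IV ranged over 247 to 398, 259 to 317, 138 to 179 and 187 to 231, the called lists over 8 to 9, 12 to 13 and 15 to 16, *Id4* over 2.10 to 2.71, *Itgb3* over 2.52 to 3.12, and the array correlations over 0.926 to 0.935, 0.817 to 0.828 and 0.781 to 0.789. A lone array left in a group was assumed to vary like the others. The lowest counts against ESCs came without ESC replicate 2. Median centring moved the median log2 change from 0.07 to -0.12 for somatic cells against ESCs, from -0.10 to 0.06 between the iPGC lines and from -0.10 to 0.06 for the difference between lines. Signals within 12.6 to 25.4, the background, limit folds to lower bounds.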

Differences from the paper's values

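The tree of standardized probe sets was chosen only after the results were seen, and the other comparisons were planned.

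At 3-fold and p under 0.01 the paper's number of genes that differ between ESCs and iPGCs is 348, and the value here is 996 probe sets of 756 named genes. The paper's text names no test behind the p, and the unadjusted limma p was used. Of the alternatives set before the data were examined, the stricter filter gave 499, within 1.5 times of the paper's number, and none of the others came within it. For cluster I the paper's number in Table S1 is 126 and the value here is 359, with 144 under the stricter filter. For cluster II the paper's number is 126 and the value here 271, with 136 under the stricter filter and 175 under average-linkage clustering. For cluster III the paper's number is 19 and the value here 162, and for cluster IV the paper's number is 74 and the value here 204, and no alternative came within 1.5 times of these. The paper's cluster numbers sum to 345.

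Of the 31 measured example genes of Table S1, 27 had a probe set in the paper's cluster. *Ets2*, placed in cluster I by the paper, had a log2 change of 0.21 between iPGCs and ESCs and no call, though it was higher in iPGCs without iPGC V6.5 replicate 2 (adjusted p = 0.0442). *Klf9*, also in cluster I, had 0.11 by its main probe set, while another of its probe sets stood in cluster I here. *Hoxc13* had -1.18, in the paper's direction and short of 3-fold. *Tex19.2*, in cluster II, had 0.96, in the paper's direction and short of 3-fold. *Fgf15*, in cluster IV, had -1.57, lower in iPGCs than in ESCs.

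The paper describes cluster IV as repressed in iPGCs and ESCs. Of the 10 cluster IV examples of Table S1, 9 were lower in iPGCs than in somatic cells, and 9 were higher in iPGCs than in ESCs. In the tree of Figure 4A the iPGC arrays join last. Over all tested probe sets here the iPGC and ESC arrays joined first and the somatic arrays last, and over the 996 the ESC arrays joined last. With each of the 996 standardized, a setting chosen after seeing the values, the iPGC arrays joined last as in the figure. The last joins of that tree lay at distances of 1.426 and 1.443, so this order is close to a tie. All of these trees kept the 3 cell types on separate branches. The rise of *Id4* in iPGCs was about 22-fold in Fig. 4C, read by eye, by RT-PCR on independent samples. On the arrays the change, given on the log2 scale and not as a fold, was 2.40 by its brightest probe set. It was larger by each of the other probe sets of the gene.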

Other observations

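The count of 3-fold changes between the iPGC lines was chosen only after the results were seen, and the other tests given here were planned. Counts adjusted over the list alone are given where they differ from those over all genes.

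Targets of BMP signalling were higher in iPGCs than in ESCs. Of 15 measured, 11 rose against ESCs and the others did not pass, or 11 rose and 1 fell when adjusted over the list alone (adjusted p = 0.000135 from camera, adjusted p = 0.140 with an estimated correlation), and the study names 4 of the 19 listed genes. Without iPGC V6.5 replicate 2, 1 fell. *Id3*, an inhibitor of helix-loop-helix factors, rose from 262 ± 27.2 (SD, n = 2) in ESCs to 2079 ± 397 (SD, n = 4) in iPGCs, and *Id2* from 123 ± 4.17 (SD, n = 2) to 1005 ± 239 (SD, n = 4). *Id1* changed by 1.12. Against somatic cells 9 were lower and 4 higher, or 10 and 4 over the list alone (adjusted p = 0.0407, adjusted p = 0.231 with an estimated correlation). *Smad6*, a feedback inhibitor of the pathway, was lower by -3.12 and the ligand gene *Bmp4* by -3.76.

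Imprinted genes were lower in iPGCs than in somatic cells in 19 of 23 cases, or in 20 over the list alone (adjusted p = 2.23e-08 from camera, adjusted p = 0.0538 with an estimated correlation). *Igf2*, the fetal growth factor, had a signal of 104 ± 9.59 (SD, n = 2) in ESCs, 678 ± 322 (SD, n = 4) in iPGCs and 10740 ± 931 (SD, n = 4) in somatic cells. *Dlk1* and *Cdkn1c* had log2 differences of -5.04 and -3.20 from somatic cells. Against ESCs 11 rose and 5 fell, (adjusted p = 0.282), and the 5 became 3 without ESC replicate 1, iPGC Oct4-Gfp replicate 1 or 2, or somatic V6.5 replicate 1 or 2, and 2 without ESC replicate 2. Hox genes were lower than in somatic cells in 23 of 25 cases (adjusted p = 5.85e-09, adjusted p = 0.0893 with an estimated correlation), with *Hoxb6* at -3.66. Against ESCs 8 rose and 1 fell (adjusted p = 0.0861), the 8 became 4 without ESC replicate 2, and the 1 became 0 without either ESC array and 2 without any 1 somatic array. Endoderm genes were lower than in somatic cells in 15 of 19 cases and higher in 3 (adjusted p = 0.000756, adjusted p = 0.145 with an estimated correlation), among them *Ttr* at -2.53 and *Sox17* at -1.84. Against ESCs 3 rose and 3 fell, or 2 and 2 over the list alone (adjusted p = 0.867), and these became 1 and 1 without ESC replicate 1, while the rises became 5 without either somatic Oct4-Gfp array.

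Core pluripotency genes were higher than in somatic cells in 14 of 15 cases and lower in 1 (adjusted p = 9.25e-07 from camera, adjusted p = 0.146 with an estimated correlation). That 1 did not pass without any 1 of the iPGC or somatic arrays other than iPGC V6.5 replicate 2 and somatic Oct4-Gfp replicate 2. *Sox2* was 4.59 above somatic cells and *Pou5f1*, which encodes Oct4, 5.55. *Pou5f1* had signals of 5920 ± 827 (SD, n = 2) in ESCs and 3148 ± 599 (SD, n = 4) in iPGCs and did not pass between them (-0.92, adjusted p = 0.131), though it did with only the arrays compared in the model (adjusted p = 0.00973) and without somatic V6.5 replicate 1 or 2 (adjusted p = 0.0146). Against ESCs 2 core genes rose and 4 fell (adjusted p = 0.361), and these counts became 1 and 1 without ESC replicate 1 and 0 and 1 without ESC replicate 2, while the rises became 1 without iPGC V6.5 replicate 2 or either iPGC Oct4-Gfp array. Naive pluripotency genes were higher than in somatic cells in 15 of 18 cases and lower in 3 (adjusted p = 4.81e-06, adjusted p = 0.0538 with an estimated correlation). Of 15 primed epiblast genes 4 rose and 2 fell against ESCs (adjusted p = 0.867), and these became 2 and 1 without ESC replicate 1 and 0 and 1 without ESC replicate 2, while the falls became 4 without iPGC V6.5 replicate 1 and 1 without iPGC Oct4-Gfp replicate 2. Against somatic cells 8 were higher and 4 lower, or 8 and 5 over the list alone (adjusted p = 0.301), and of 10 neural genes 7 were higher and 3 lower (adjusted p = 0.186). Of 22 genes of chromatin and DNA methylation 5 rose and 7 fell against ESCs, or 5 and 8 over the list alone (adjusted p = 0.282), with *Dnmt3l* at -1.23 and *Tet1* at -0.87. These counts became 1 and 3 without either ESC array, the rises 3 and 2 without iPGC V6.5 or Oct4-Gfp replicate 1, and the falls 4 without iPGC Oct4-Gfp replicate 2. Against somatic cells 11 were higher and 4 lower (adjusted p = 0.0889).

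Of 25 cell cycle genes 8 fell and 1 rose against ESCs, or 8 and 0 over the list alone (adjusted p = 0.0148 from camera, adjusted p = 0.222 with an estimated correlation), and the 8 became 2 without ESC replicate 1 and 3 without ESC replicate 2, while the 1 became 0 without any 1 of the ESC, iPGC or somatic V6.5 arrays. Against somatic cells 11 were higher and 7 lower, or 13 and 7 over the list alone (adjusted p = 0.467), with a median log2 difference of 0.28 and a mean of -0.16, so that the median and the mean differ in sign. Of 25 MAPK genes 10 were higher and 8 lower than in somatic cells (adjusted p = 0.923). Fibroblast markers were lower than in somatic cells in 18 of 18 cases (adjusted p = 7.86e-09, adjusted p = 0.0549 with an estimated correlation). Of 21 stress response genes 6 were higher and 7 lower than in somatic cells (adjusted p = 0.923), and 10 were higher when arrays were centred on their medians.

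*Hoxa2* lay within background in ESCs and iPGCs and had a signal of 31.0 ± 10.0 (SD, n = 4) in somatic cells, at least 1.68-fold higher than in iPGCs. *Hoxc5* lay within background in iPGCs and had 104 ± 80.8 (SD, n = 4) in somatic cells, at least 4.06-fold higher. *Hoxa2* was too dim for the test. Of the genes the study names for somatic cells, *Hoxb1* and *Hoxc5* were tested, and both were lower in iPGCs than in somatic cells, which is not independent evidence.

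Between the iPGC lines 0 probe sets passed an adjusted p of 0.05 in limma, against 5526 at an unadjusted p under 0.05, and limma-trend called 932, limma on the stricter filter 820 and the linear model with no moderation 1. At 3-fold and an unadjusted p under 0.01, 1 was higher and 32 lower in the Oct4-Gfp line, against 5 and 18 with median centring, 5 and 13 with quantile normalization, 15 and 139 with a floor in place of the offset and 1 and 13 with the offset doubled, and with the stricter filter 11 were lower and none higher. These counts were 10 and 160 without iPGC V6.5 replicate 1, 5 and 57 without iPGC V6.5 replicate 2, 5 and 80 without iPGC Oct4-Gfp replicate 1 and 1 and 57 without iPGC Oct4-Gfp replicate 2. The 32 include *Hand1* at -1.68 and *Fgf5* at -2.80 (adjusted p = 0.0695 and 0.0991), *Fgf5* having been picked after its values were seen. The log2 differences between iPGCs and somatic cells in the 2 lines correlated across probe sets at r = 0.909 (Spearman's rho 0.839), and probe sets are not independent replicates.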
